# An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4^+^ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity

**DOI:** 10.3389/fimmu.2021.631472

**Published:** 2021-02-11

**Authors:** Eunkyeong Jang, Somi Cho, Sungjin Pyo, Jin-Wu Nam, Jeehee Youn

**Keywords:** long-lived plasma cell, myeloid-derived suppressor cell, autoantibody, lupus, sanroque mice

## Abstract

Splenic long-lived plasma cells are abnormally numerous and deleterious in systemic autoimmune diseases, yet how they accumulate remains poorly understood. We demonstrate here that a pathological role of spleen-derived CD11b^+^Gr-1^+^ myeloid cells (SDMCs) underpins the accumulation of splenic long-lived plasma cells in a lupus-prone model named sanroque. We found that SDMCs were progressively accumulated in sanroque mice from the early clinical phase. Transcriptome profiles revealed that SDMCs have a predominant shift toward an inflammatory phenotype relative to the bone marrow-derived counterparts and are distinct from neutrophils and monocytes. SDMCs were expanded *in situ* via splenic extramedullary myelopoiesis under the proinflammatory cytokine milieu during lupus progression. SDMCs promoted the development of IFN-γ-secreting Th1 and follicular helper T cells, thereby licensing CD4^+^ T cells to be pathologic activators of SDMCs and plasma cells. SDMCs also directly promoted the survival of plasma cells by providing B-cell activating factor of the TNF family. The frequency of SDMCs correlated with that of splenic long-lived plasma cells. Selective depletion of CD11b^+^Gr-1^+^ cells reduced autoantibody production in sanroque mice. Thus, our findings suggest that SDMCs expanded *in situ* establish a positive feedback loop with CD4^+^ T cells, leading to accumulation of long-lived plasma cells which exacerbates lupus autoimmunity.

## Introduction

Systemic lupus erythematosus (SLE) is a prototypic systemic autoimmune disease characterized by an abundance of Ig class-switched autoantibodies against nuclear components (1). Such autoantibodies target multiple organ systems, leading to chronic inflammation and, in severe cases, life threatening organ damage (2). In particular, high titers of IgG to double-stranded DNA (dsDNA) are associated with disease activity, severity, and lupus nephritis in more than half of SLE patients (3, 4). Plasma cells (PCs) that secrete high-affinity IgG autoantibodies are produced mainly during the germinal center (GC) response, which requires the activity of follicular helper T (Tfh) cells, in the spleen and other peripheral lymphoid tissues (5–7). Contradictory to conventional PCs (8, 9), we and others have shown that autoimmune long-lived PCs abnormally accumulate in the spleen rather than homing to the bone marrow (BM), as evidenced in murine models, such as the (NZBxNZW)F1, NZM2410, and K/BxNsf mice (10–12). This phenomenon is recapitulated in patients with autoimmune disease, such as primary warm autoimmune hemolytic anemia and primary immune thrombocytopenia (13, 14). Splenic long-lived PCs govern their own fate via a cell-autonomous mechanism and a positive feedback with Tfh cells, according to our previous studies (11, 15, 16). Importantly, they can transfer the disease to RAG knockout mice, indicating their pathogenic role (17), and are refractory to treatment with cytostatic drugs, leading to disease being incurable (9, 11, 12, 18). Therefore, the role of splenic long-lived PCs appears to be central to the exacerbation of autoantibody-mediated diseases, yet the mechanisms underlying their development and maintenance are poorly understood.

Another feature of systemic autoimmune diseases is the expansion of myeloid-derived suppressor cells (MDSCs), as shown by their abnormal accumulation in the spleens of murine models and in the peripheral blood of patients (19–23). MDSCs are a heterogeneous population of immature cells derived from myeloid progenitors, with potent immune regulatory activity (24, 25). They were first phenotypically identified in tumor-bearing mice by their expression of CD11b and Gr-1, but knowledge of their presence has been extended to other pathologic conditions including chronic inflammatory disorders. Murine MDSCs are subdivided into CD11b^+^Gr-1^hi^Ly6G^+^Ly6C^lo^ granulocytic or polymorphonuclear MDSCs (G- or PMN-MDSCs) and CD11b^+^Gr-1^lo^Ly6G^−^Ly6C^hi^ monocytic MDSCs (M-MDSCs). Although these phenotypes are also typical of neutrophils and monocytes, the functional features of MDSCs allow them to be distinguished from former (26, 27).

Many studies, mostly using tumor-bearing models, suggest that MDSCs accumulate via the same differentiation pathways in the BM as neutrophils and monocytes. Instead of differentiating into mature neutrophils and monocytes as they do during classical myelopoiesis, under the chronic inflammatory conditions of cancer, immature myeloid cells increase abnormally, are converted to MDSCs, and migrate to inflamed sites where they carry out their immunosuppressive activities (24). This abnormal process is known to be driven by two groups of interconnected signals (24, 28). The first group is important for expansion and mediated by myelopoietic factors, such as GM-CSF, G-CSF, M-CSF, and IL-6, and signals through STAT3, STAT5, IFN regulatory factor (IRF)-8, CCAAT/enhancer-binding protein (C/EBP)-β, and NOTCH. The second responsible for pathologic activation of MDSCs is triggered by proinflammatory cytokines, such as IFN-γ, IL-1β, IL-4, IL-6, IL-13, and TNF, and signals through NF-κB, STAT1, STAT3, and STAT6. However, it is unclear where the splenic MDSCs in autoimmune subjects originate and what factors contribute to their accumulation.

Although it was well-documented that MDSCs interfere with anti-tumor immunity by suppressing the proliferation of T cells, less is known about their role in autoimmune diseases. MDSCs have been found to attenuate disease severity in some studies with murine models and patients (19, 29–31), whereas others have reported a role of MDSCs in disease progression (21, 22, 32). At the cellular level, it is generally agreed that MDSCs target CD4^+^ T cells and suppress their proliferation and differentiation to Th1 and Tfh cells (20, 30, 32–34), although the effects of MDSCs on polarization toward Th17 cells is controversial (21, 22, 30, 32). Apart from the actions on T cells, MDSCs also interact with B cells to inhibit or, alternatively, promote the activation and differentiation of B cells into PCs (20, 31, 35–37). Despite many studies dealing with the multifaceted effects of MDSCs on T and B cells, there are no reports of crosstalk between MDSCs and PCs, which is plausible in the light of their close proximity in the autoimmune spleen. Therefore, the role of MDSCs in autoimmunity, especially as regards the development and survival of PCs, remains to be further clarified.

In this study, we investigated the role of splenic MDSCs in humoral autoimmunity using a lupus-prone strain named sanroque. The mouse is homozygous for the M199R “*san*” allele of *Roquin* gene (*Roquin*^*san*/*san*^), leading to spontaneous development of Tfh cells due to overexpression of the inducible T-cell costimulatory (ICOS) molecule (38). High affinity anti-nuclear IgG autoantibodies are detected in female sanroque mice as early as the preclinical phase, and their appearance is followed by the renal pathology typical of lupus (39). Here, we report that sanroque mice accumulate CD11b^+^Gr-1^+^ cells as well as long-lived PCs in their spleens during disease progression. The spleen-derived CD11b^+^Gr-1^+^ myeloid cells (referred to as SDMCs hereafter) are similar to MDSCs in terms of phenotype and suppression of T cell proliferation. Nevertheless, and surprisingly, SDMCs favor the differentiation of CD4^+^ T cells toward Th1 and Tfh cells, which promote the *in situ* activation of SDMCs and PCs, respectively. Moreover, SDMCs directly aid the survival of PCs by providing survival factors including B-cell activating factor of the TNF family (BAFF). Therefore, SDMCs and CD4^+^ T cells together establish an inflammatory positive feedback loop that contributes to the accumulation of splenic long-lived PCs with persistent autoantibody responses. Our results therefore confirm earlier studies reporting splenic myeloid cells intensify humoral autoimmunity, but extend that work by revealing novel roles of SDMCs in Th cells and PCs.

## Materials and Methods

### Mice

*Roquin*^*san*/+^mice on a C57BL/6 background were originally purchased from Mutant Mouse Regional Resource Center at the University of California at Davis. SKG mice on a BALB/c background were originally kindly donated by Dr. Shimon Sakaguchi (Osaka University, Japan). The mice were bred and maintained in a specific pathogen-free barrier facility at Hanyang University. C57BL/6 mice were purchased from Orient Bio (Seongnam-si, Korea). The *Roquin*^*san*/+^mice were intercrossed to generate homozygous *Roquin*^*san*/*san*^, namely sanroque mice. Female sanroque mice and their wild-type (WT) littermates were used at ~20 weeks of age unless indicated. To deplete CD11b^+^Gr-1^+^ cells, ~15 week-old sanroque mice were injected intraperitoneally with 10 mg/kg body weight gemcitabine (Sigma-Aldrich) or its vehicle PBS every 2 day over 7 days. Alternatively, SKG mice were injected intraperitoneally with anti-Gr-1 Ab (Bio X cell) or isotype-matched control Ab at a dose of 0.4 mg/mouse every day for 4 weeks starting at day 1 after curdlan administration (40). The protocol was approved by the Institutional Animal Care and Use Committee. All experiments in mice were conducted in strict accordance with guidelines and regulations.

### Histopathological and Immunohistochemical Examination

Mouse kidneys were fixed in 10% phosphate-buffered formalin, embedded in paraffin, sectioned at 5 μm thickness, and stained with H&E, as described (41). Glomerular size was measured using ImageJ software. Glomerular area was averaged from about 50 glomeruli from 3 independent sections. Spleens were cryo-sectioned and processed by standard fluorescence immunohistochemical methods, as described (41). Sections were stained with appropriate combinations of anti-B220-FITC, anti-B220-allophycocyanin, anti-CD4-FITC (all from eBioscience), anti-Gr-1-biotin (BD Biosciences), and streptavidin-Cy3 (Invitrogen). Fluorescence images were acquired using an LSM510 confocal microscope (Zeiss). To observe nuclear morphology, sorted SDMCs were smeared on slides by cytospin centrifugation, air-dried and stained with Diff-Quik solution (Sysmex Corporation). Images were acquired on an Olympus BX51 microscope equipped with an Olympus DP70 digital camera.

### FACS

Single cell suspensions of spleen and BM were prepared and assayed by FACS as described (42). To detect cytokine expression, CD4^+^ T cells were stimulated with 20 ng/ml PMA and 1 μM ionomycin (both from Sigma-Aldrich) in the presence of Golgi-stop reagent (BD Biosciences). For intracellular staining, cells were treated with Fixation/Permeabilization Solution (BD Biosciences). We used monoclonal antibodies (mAbs) to CD45 (30-F11), Ter119 (Ter119), CD11b (M1/70), Gr-1 (RB6-8C5), Ly6G (1A8), Ly6C (HK1.4), B220 (RA3-6B2), F4/80 (BM8), CD16/32 (2.4G2), CD34 (RAM34), Sca-1 (D7), CD117 (2B8), Flt3 (A2F10.1), CD4 (RM4-5. GK1.5), CD3 (145-2C11), CD8 (53-6.7), ICOS (C398.4A), BCL6 (K112-91), CD115 (T38-320), BAFF (121808), CD224 (A-4), MHC II (M5/114.15.2), CD80 (16-10A1), CD86 (GL1), CD138 (281-2), GL7 (GL7), FAS (Jo2), IFN-γ (XMG1.2), GM-CSF (MP1-22E9), IL-6 (MP5-20F3), IgG1 (A85-1; Santa Cruz), and MCL1 (REA924; Myltenyi Biotec), rat IgG2a (RTK2758), 7-aminoactinomycin D (7-AAD), and Annexin V (All from eBioscience or BD Biosciences unless indicated). Abs were conjugated with FITC, PE, PE-cy7, PerCP, allophycocyanin, or allophycocyanin-Cy7. Data were acquired with a FACS Canto II (BD Biosciences) and analyzed with Flowjo software (Tree Star Inc).

### Cell Isolation and Proliferation Assays

To isolate SDMCs, single cell suspensions of spleens from sanroque mice were stained with anti-CD11b and anti-Gr-1 mAbs and sorted by FACS Aria III (BD Biosciences). Purity routinely exceeded >97%. CD4^+^ T cells and CD19^+^ B cells from C57BL/6 mice were isolated by magnetic-activated cell sorting (MACS; Myltenyi Biotec) to >97% purity. After labeling with cell proliferation dye eFluor™ 670 (eBioscience), CD4^+^ T and CD19^+^ B cells were cocultured with SDMCs for 3 days in the presence of 5 μg/ml anti-CD3 plus 1 μg/ml anti-CD28 mAbs (eBioscience) and 10 μg/ml LPS (Sigma-Aldrich) plus 10 ng/ml IL-4 (BD Biosciences), respectively. In some experiments, transwells with 0.4 μm pores (Corning), 0.5 mM Nω-hydroxy-nor-arginine (nor-NOHA; Enzo Life Sciences), or 0.5 mM NG-monomethyl-l-arginine (L-NMMA; Enzo Life Sciences) were added to co-cultures. Cell proliferation levels are given as division indexes calculated with Flowjo software.

### CD4^+^ T Cell Differentiation

CD4^+^ T cells were stimulated with anti-CD3 and anti-CD28 mAbs in the presence or absence of SDMCs under Th1-polarizing conditions (10 ng/ml IL-12 and 10 μg/ml anti-IL-4 mAb) or Tfh-polarizing conditions (30 ng/ml IL-6, 50 ng/ml IL-21, 10 μg/ml anti-IL-12 mAb, 10 μg/ml anti-IFN-γ mAb, 10 μg/ml anti-IL-4 mAb, 5 μg/ml anti-IL-2 mAb, 20 μg/ml anti-TGF-β mAb). Reagents were from BD Biosciences, R&D Systems or Peprotech. To measure titers of IgM and IgG, Tfh-polarized CD4^+^ T cells were co-cultured with B cells sorted from C57BL/6 mice in the presence of 5 μg/ml anti-IgM (Jackson ImmunoResearch) and 10 ng/ml IL-4 for 6 days and the supernatants were assayed by ELISA.

### Evaluation of PC Apoptosis

CD3^−^CD11c^−^CD11b^−^B220^lo^CD138^+^ PCs from sanroque mice were sorted by FACS aria III to >98% purity and cultured with or without SDMCs at the indicated ratios in the presence of 1 μg/ml LPS. In some experiments, 10 μg/ml anti-BAFF mAb (AF2106; R&D Systems) or its isotype-matched control (AB-108-C; R&D Systems) was added. After 48 h, the cells were stained with 7-AAD and Annexin V and assayed by FACS, and the supernatants were collected to measure levels of total IgG by ELISA.

### Quantitative RT-PCR

Total RNA was purified from erythrocyte-depleted splenocytes or FACS-sorted SDMCs using TRIzol (Invitrogen). cDNA was generated using amfiRivert cDNA Synthesis Master Mix (GenDEPOT) and amplified by quantitative PCR using SYBR Green Quantitative PCR Master Mix (Applied Biosystems). mRNA levels were normalized to that of β-actin, and differences between samples and controls were calculated based on the 2^−ΔCT^ method. Primers for *Baff* were 5′-TGG AAT GGA TGA GTC TGC AA-3′ and 5′-ACA TCG CTG TGA AAC TGC TG-3″, and those for *Csf2, Ifng, Il6*, and *Actb* were as described (16, 43).

### RNA Sequencing (RNA-Seq) and Transcriptome Analysis

Total RNA was extracted from CD11^+^Gr-1^hi^ and CD11^+^Gr-1^lo^ cells from the spleens and BM of ~20 week-old sanroque mice. cDNA libraries were prepared using a TruSeq Stranded mRNA LT Sample Prep kit (Illumina) and sequenced on a NovaSeq 6000 platform using 101 bp paired-read strategy. RNA-seq data were obtained from two independent biological replicates per condition. RNA-seq data regarding classical and non-classical monocytes and neutrophils of C57BL/6 mice were downloaded from ArrayExpress (www.ebi.ac.uk/arrayexpress, accession number E-MTAB-8185). Raw sequencing reads were checked for quality using FastQC (version 0.11.8), filtered by Sickle (version 1.33) (44), aligned to the mouse genome GRCm38.p6 (GENCODE release M24) using STAR (version 2.5.3a) (45), and then quantified using featureCounts in the Subread package (version 1.6.4) (46). Transcripts per million (TPM) values of all genes in each sample were quantile-normalized to adjust variations among samples and used for downstream statistical analysis using edgeR (version 3.24.3) (47). Genes in which the sum of normalized TPM values are <10 were excluded from the analysis. *P*-values were adjusted using Benjamini and Hochberg's false discovery rate (FDR) correction. We considered genes with an adjusted *P* ≤ 0.05 and an at least 2-fold absolute expression difference between groups to be differentially expressed, unless otherwise indicated. For principal component assay (PCA) the top 1,000 variable genes were analyzed using R in the FactoMineR package (48). Gene set enrichment analysis (GSEA) used on 50 different hallmark gene set terms from Molecular Signatures Database (MSigDB v7.1) was conducted with GSEA v4.0.3 (49, 50). Enrichment scores were determined using Weighted Kolmogorov-Smirnov Statistic.

### ELISA and ELISPOT Assays

Concentrations of total IgG and total IgM Abs were measured using ELISA kits (Bethyl Laboratories and Alpha Diagnostic International, respectively), according to the manufacturer's protocols. The titers of serum anti-dsDNA IgG Ab and numbers of anti-dsDNA IgG-secreting cells in spleens and BM were determined as described previously (42). To measure levels of BAFF in sera and in supernatants of SDMCs cultured with 2 μg/ml LPS for 48 h, samples were assayed using Duoset ELISA kit (R&D Systems).

### Statistics

Statistical comparisons were made by unpaired or paired Student′s *t*-tests using Graph Pad Prism 7 software (Graph Pad Software Inc.). Correlation analysis was analyzed by the Spearman rank correlation test. Two-tailed *P* < 0.05 were considered significant.

## Results

### Accumulation of Myeloid Lineage Cells in the Spleens of Sanroque Mice

Sanroque mice have been shown to spontaneously produce anti-dsDNA IgG Ab, which correlates with disease activity and lupus nephritis. The time of disease onset and kinetics of disease progression vary depending on the experimental settings (51). In our system, female sanroque mice had significantly elevated titers of anti-dsDNA IgG Ab compared to their WT littermates, without displaying any overt pathologic symptoms at 8–10 weeks of age (Figure 1A). The titer of anti-dsDNA IgG Ab was significantly elevated in sanroque, but not WT, mice at 18–22 weeks of age, at which time signs of lupus nephritis, such as enlarged glomeruli, hypercellularity and lymphocyte infiltration, were evident (Figure 1B and not shown). The high Ab titer and histopathological manifestations were sustained up to > 30 weeks of age. Therefore, age 18–22 weeks seemed to correspond to the early clinical phase for female sanroque mice in our system.

**Figure 1:**
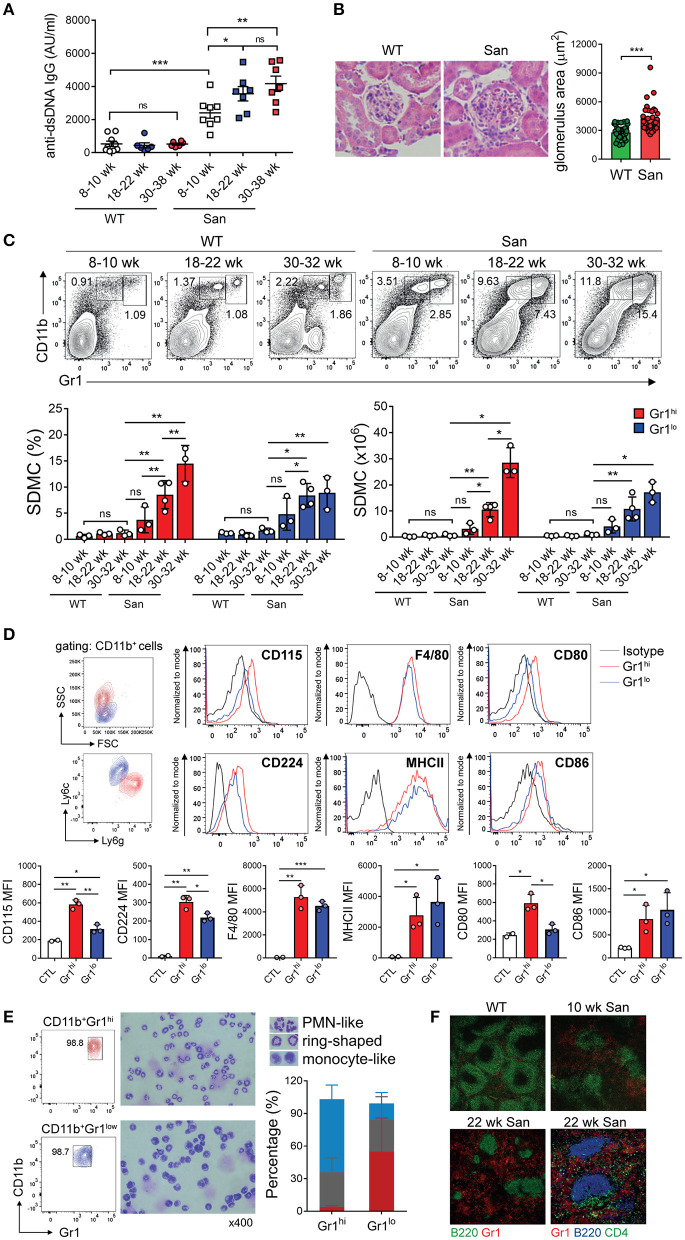
Accumulation of myeloid cells in sanroque mice. **(A)** Sera from sanroque mice and WT littermates at the indicated ages were assayed by ELISA to measure anti-dsDNA IgG titers. **(B)** Kidney sections of 18–22 week-old mice were stained with H&E and assayed by histopathological methods. **(C,D)** Spleen cells from sanroque and WT mice were assayed by FACS. FACS profiles were gated on whole live cells **(C)** and CD11b^+^ cells **(D)**, and percentages of cells within the indicated areas are shown. **(E)** CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ cells sorted from the spleens of sanroque mice were stained and enumerated according to nuclear morphology. PMN-like, blue; ring-shaped, gray; monocyte-like, red. **(F)** Spleens from ~10 and 22 week-old sanroque and 10 week-old WT mice were examined by fluorescence confocal microscopy. Original magnification, ×100 or ×200 (the lower right image). All graphs show means ± SDs, with symbols representing the values of individual mice. The data are pooled from 3 independent experiments **(A)** or are representative of at least 3 independent experiments **(B–F)**. *p < 0.05, **p < 0.01, and ***p < 0.001 by Student's *t*-test. ns, not significant; San, sanroque; AU, arbitrary unit.

Given that other lupus-prone mice, such as MRL^*lpr*^ and (NZBxNZW)F1, have abnormal levels of CD11b^+^Gr-1^+^ myeloid cells in their spleens during disease progression, we examined whether this was also the case in sanroque mice. We observed progressive expansion of spleen-derived CD11b^+^Gr-1^+^ myeloid cells (i.e., SDMCs) in sanroque mice but not in WT littermates (Figure 1C). These cells were sorted by FACS into two subsets, CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ cells. The difference in the frequencies of both subsets between sanroque and WT mice increased with age, and reached statistical significance from 18 to 22 week, i.e., in the early clinical phase. The phenotype of the CD11b^+^Gr-1^hi^ cells with high side scatter was Ly6G^hi^Ly6C^lo^CD115^hi^CD224^hi^F4/80^+^MHCII^+^CD80^+^CD86^+^, which is similar to that of G-MDSCs and distinct from that of neutrophils (CD115^−^CD224^−^F4/80^−^MHCII^−^) (Figure 1D). The phenotype of the CD11b^+^Gr-1^lo^ cells with low side scatter was Ly6G^lo^Ly6C^hi^CD115^lo^CD224^lo^ F4/80^+^MHCII^+^CD80^−^CD86^+^, which is reminiscent of M-MDSCs. The CD11b^+^Gr-1^hi^ cell population was composed of ~64% cells with polymorphic segmented nuclei, ~31% cells with ring-shaped nuclei, and 5% cells with monocyte-like nuclei (Figure 1E). In contrast, the majority of the CD11b^+^Gr-1^lo^ cell fraction had a monocyte-like appearance, with a minority of cells with polymorphic segmented or ring-shaped nuclei. Consistently, Gr-1^+^ cells were more numerous in the spleens of sanroque mice than in those of the WT controls (Figure 1F). These cells were widely detected in extrafollicular region of sanroque spleens without selective perifollicular topography shown in WT spleens. Overall, in terms of composition, phenotype, and localization, the CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ cell fractions seemed to fit the criteria of G-MDSC and M-MDSC, respectively. Therefore, these results indicate that autoimmunity-driven pathology is associated with expansion of G-MDSC- and M-MDSC-like cells in the spleens of sanroque mice, and suggest that these SDMC populations are implicated in the persistence of autoimmunity in sanroque mice.

### Transcriptome Profiles Identify SDMCs as MDSCs With a Predominant Shift Toward an Inflammatory Phenotype

To obtain a more comprehensive understanding of the SDMCs that expand during autoimmune disease progression, we conducted an RNA-seq analysis of CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ cells sorted from the spleens of female sanroque mice aged ~20 weeks, i.e., in the early clinical phase. 

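RNA of CD11b+Gr-1 hi and CD11b+Gr-1 lo cells sorted from the spleen (SP) and the bone marrow (BM) of 20-week-old sanroque mice was sequenced, with 2 libraries for each of the 4 groups. Libraries 5 and 6 are SP Gr-1 hi, 7 and 8 SP Gr-1 lo, 9 and 10 BM Gr-1 hi, and 11 and 12 BM Gr-1 lo. The numbers are those of the deposited labels, which do not say which libraries came from the same mouse. The authors aligned the reads to GRCm38 and deposited the number of reads counted on each of 54188 genes, without normalization. Between 33453580 and 68316154 reads per library were counted on genes. A count of 0 allows up to 3 counts, which corresponds to 0.0348 to 0.124 CPM, and this limit covers counting error only. The 10 genes with the most counts took 5.30% to 14.4% of a library. Here the counts were scaled by edgeR's TMM method, and 17650 genes passed its filterByExpr function. All 8 libraries were fitted in a single model with a term for each group, which leaves 4 residual degrees of freedom. The groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard error (SE) of a log2 FC is its size divided by the square root of the test's F statistic. The 2 libraries of a group differed by more than counting noise, with a chi-square per degree of freedom of 74.3 between libraries 5 and 6, 23.3 between 7 and 8, 23.7 between 9 and 10, and 20.7 between 11 and 12. *Ly6g* (ENSMUSG00000022582, chromosome 15 of GRCm38 from 75155240 to 75159126) encodes an antigen that antibodies to Gr-1 bind. By the test above, its log2 FC between Gr-1 hi and Gr-1 lo libraries was 7.46 (SE 0.38, adjusted p = 1.44e-06) in BM and 5.87 (SE 0.35, adjusted p = 5.48e-06) in SP. *Itgam* (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491), which encodes CD11b, was higher in Gr-1 hi libraries by a log2 FC of 2.60 in BM and 1.69 in SP. *Csf1r* (ENSMUSG00000024621, chromosome 18 from 61100598 to 61132149), which encodes the M-CSF receptor, had a log2 FC of -1.56 (SE 0.19, adjusted p = 8.04e-05) in BM and -1.15 (SE 0.19, adjusted p = 0.000594) in SP by the same test. The direction of this RNA is opposite to that of the receptor, CD115, which the paper's FACS finds high on Gr-1 hi and low on Gr-1 lo spleen cells. The mice are described as female. *Xist* (ENSMUSG00000086503, chromosome X from 103460366 to 103483254) had 12032 counts in library 5, 9898 in library 7 and at most 5 in each other library. *Ddx3y* (ENSMUSG00000069045, chromosome Y from 1260771 to 1286629) had 0 counts in library 5 and between 33.7 and 82.6 CPM in the other 7 libraries.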

Autologous BM cells with the same phenotypes, which correspond to prototypic G- and M-MDSCs, were used as reference.

Transcriptome profiles differed across all four subsets (Figure 2A). We identified 277 differentially expressed genes (DEGs) comprising 262 upregulated and 15 downregulated genes, with a fold change (FC) >2 between spleen- and BM-derived CD11b^+^Gr-1^lo^ subsets. 

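At an adjusted p of at most 0.05 and an FC of at least 2, the deposited counts gave 716 DEGs between SP Gr-1 lo and BM Gr-1 lo libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 libraries per group). Of these, 678 were higher and 38 lower in spleen, and 3545 genes had an unadjusted p of at most 0.05. In simulated counts with the depth and the spread of these libraries, where 200 genes differed by a log2 FC of 2, the procedure called 166 of the 200 and 10 unchanged genes. As many of the 200 rose as fell, and all other genes had the same mean in the 4 groups. The simulations therefore do not test the scaling between unlike groups, nor other cells in a sort. The alternative that moved the count most was a floor of 10 on the higher group's mean quantile-normalized TPM, which left 246 DEGs, 240 of them higher in spleen. The exact test of edgeR on quantile-normalized TPM called 269, and that choice of test was made here, since the paper names the values and edgeR but no test. Without library 8 the count was 389, without library 11 it was 433, and without library 12 it was 396. Among DEGs of at least 10 CPM in the higher group and with no overlap between the libraries of the 2 groups, the largest increase was in *Cd22* (ENSMUSG00000030577, chromosome 7 from 30865402 to 30880342). It rose from 0.510 ± 0.0542 CPM (SD, n = 2) in BM to 15.1 ± 2.41 CPM in SP, a log2 FC of 4.89 (SE 0.30, adjusted p = 0.000387) by the quasi-likelihood test. *Cd22* belongs to a list of 20 B cell genes, all of which were higher in SP Gr-1 lo libraries, and it was not called on quantile-normalized TPM (log2 FC 3.98, adjusted p = 0.0643, exact test). *Dnase1l3* (ENSMUSG00000025279, chromosome 14 from 7964533 to 7994573), from a list of dendritic cell genes, had a log2 FC of 4.76 and was likewise not called on quantile-normalized TPM, where its adjusted p was 0.103 by the exact test. The globin genes *Hba-a2* (ENSMUSG00000069917, chromosome 11 from 32296489 to 32297298), *Hba-a1* (ENSMUSG00000069919, chromosome 11 from 32283511 to 32284465) and *Hbb-bs* (ENSMUSG00000052305, chromosome 7 from 103826534 to 103828096) had log2 FCs of 4.75, 4.71 and 4.61. The 2 alpha globin genes resemble each other, so the split of reads between them is uncertain. The 3 globin genes, which red cells express, were not called without library 8, 11 or 12, where the adjusted p of edgeR's quasi-likelihood test lay between 0.0548 and 0.176. They were also not called without the filter on low counts (0.0530 to 0.0801 by the same test), nor *Hbb-bs* without library 7 (0.0720). The largest decreases under the same rule were in *Hal* (ENSMUSG00000020017, chromosome 10 from 93488768 to 93519304), *Ctsg* (ENSMUSG00000040314, chromosome 14 from 56099881 to 56102574), *Nrg2* (ENSMUSG00000060275, chromosome 18 from 36017652 to 36197380), *Myc* (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) and *Myb* (ENSMUSG00000019982, chromosome 10 from 21124935 to 21160984), with log2 FCs of -1.89, -1.36, -1.28, -1.18 and -1.07. *Ctsg* belongs to a list of primary granule genes. Most of these calls were lost when 1 of several libraries was left out, while the decreases kept their direction. Without 1 library in turn, the log2 FC ranged from -2.05 to -1.74 for *Hal* and from -1.77 to -1.04 for *Ctsg*. It ranged from -1.65 to -0.77 for *Nrg2* and from -1.28 to -0.88 for *Myb*. Without library 8, the adjusted p of the quasi-likelihood test was 0.192 for *Hal*, 0.273 for *Nrg2* and 0.283 for *Myb*. *Hal* was also not called without library 7, 11 or 12 (0.0843 to 0.106), *Ctsg* without 8, 11 or 12 (0.0993 to 0.169), *Nrg2* without 7, 9, 10 or 12 (0.0604 to 0.341) and *Myb* without 7, 9, 10, 11 or 12 (0.0523 to 0.173). *Myc* was called without each library in turn but not on quantile-normalized TPM (log2 FC -1.30, adjusted p = 0.157, exact test). On those values, *Hal* (adjusted p = 0.736) and *Nrg2* (0.425) were not called by the exact test either. In a fit of the 4 libraries compared, *Nrg2* (adjusted p = 0.0672) and *Ctsg* (0.0637) were not called by the quasi-likelihood test.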

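Between SP Gr-1 hi and BM Gr-1 hi libraries, 2727 genes passed the thresholds used for the Gr-1 lo subsets, 2465 of them higher and 262 lower in spleen. This was 3.81 times the number of DEGs between the Gr-1 lo subsets. At an unadjusted p of at most 0.05 there were 8015 genes. In simulated counts, 165 of 200 changed genes and 4 unchanged genes were called. The count was 1715 without library 5. The ratio of the Gr-1 hi count to the Gr-1 lo count was 2.19 without library 5, 6.66 without library 8, 6.09 without library 11 and 6.67 without library 12. In both subsets 560 genes were called higher and 9 lower in spleen, while 4 were higher only with Gr-1 lo and lower with Gr-1 hi, and 8 the reverse. Among the 7256 genes with at least 10 CPM in both BM Gr-1 hi libraries, 174 were called higher and 111 lower. Among the other 10394, 2291 were called higher and 151 lower. Under the rule given above for naming genes, the largest increases were in *Cr2* (ENSMUSG00000026616, chromosome 1 from 195136811 to 195176716), *Ighg3* (ENSMUSG00000076615, chromosome 12 from 113356224 to 113361232), *Dtx1* (ENSMUSG00000029603, chromosome 5 from 120680202 to 120711927), *Ighg2c* (ENSMUSG00000076612, chromosome 12 from 113285325 to 113288932) and *Il9r* (ENSMUSG00000020279, chromosome 11 from 32187541 to 32200279). The log2 FC was 7.45 (SE 0.56, adjusted p = 0.000173) for *Cr2* and 6.78 (SE 0.37, adjusted p = 7.78e-05) for *Dtx1* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cr2* rose from 0.245 ± 0.288 CPM (SD, n = 2) in BM to 45.0 ± 18.0 in SP. It belongs to the list of B cell genes, all 20 of which were called higher here. *Ighg2c* and *Ighg3*, with log2 FCs of 5.91 and 7.03, belong to a list of plasma cell genes, and immunoglobulin constant genes resemble each other enough to share reads. *Ighg3* was not called without the filter on low counts or without library 5, 7, 8, 9 or 10, where its adjusted p in the quasi-likelihood test lay between 0.0507 and 0.0870. For *Il9r* the log2 FC was 5.80. The largest decreases were in *Ednra* (ENSMUSG00000031616, chromosome 8 from 77663031 to 77724464), *Dmpk* (ENSMUSG00000030409, chromosome 7 from 19083849 to 19093821), *Crtac1* (ENSMUSG00000042401, chromosome 19 from 42283035 to 42431783) and *Dmwd* (ENSMUSG00000030410, chromosome 7 from 19076227 to 19082776), with log2 FCs of -2.77, -2.58, -2.32 and -2.30. *Dmpk* was not called by DESeq2 (adjusted p = 0.0864) or without the filter on low counts (adjusted p = 0.0514, quasi-likelihood test).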

DEGs between spleen- and BM-derived CD11b^+^Gr-1^hi^ subsets was 2.2-fold more numerous, with 535 upregulated and 53 downregulated genes under the same criteria. 

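Among 8 genes of the MDSC signature, *S100a9* was the only DEG between the Gr-1 lo subsets and *Cebpb* the only DEG between the Gr-1 hi subsets, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an FC of at least 2. *S100a9* (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) rose from 1536 ± 61.1 to 3263 ± 497 CPM (SD, n = 2) between BM Gr-1 lo and SP Gr-1 lo, a log2 FC of 1.09 (SE 0.15, adjusted p = 0.00439) by that test, and fell short of an FC of 2 without library 7 (log2 FC 0.93). Between the Gr-1 hi subsets, it changed in the other direction, by -0.68 (SE 0.15, adjusted p = 0.0103) in the same test. On quantile-normalized TPM, the log2 FC between the Gr-1 hi subsets was -0.00 for both *S100a9* and *S100a8*. Quantile normalization gives genes of the same rank the same value, and *S100a9* had the most counts in each Gr-1 hi library. These values therefore cannot show whether either gene changed. Between the Gr-1 lo subsets, *S100a9* had a log2 FC of 2.70 on quantile-normalized TPM. *S100a8* (ENSMUSG00000056054, chromosome 3 from 90668978 to 90670035) changed by a log2 FC of 0.97 between the Gr-1 lo subsets and -0.68 between the Gr-1 hi subsets. It was called in the Gr-1 lo subsets under upper-quartile scaling and without the filter (log2 FC 1.01 each) and without library 8 (1.10). *Cebpb* (ENSMUSG00000056501, chromosome 2 from 167688915 to 167690418) rose from 124 ± 9.10 to 262 ± 0.956 CPM between the Gr-1 hi subsets, a log2 FC of 1.08 (SE 0.26, adjusted p = 0.0155) by the quasi-likelihood test. That call was lost without library 5, 6, 9 or 10, with adjusted p values of 0.130, 0.0958, 0.0934 and 0.0649. *Nos2* (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) had 0.254 ± 0.306 CPM in BM Gr-1 lo, 2.95 ± 0.274 in SP Gr-1 lo, 8.05 ± 0.240 in BM Gr-1 hi and 33.1 ± 26.1 in SP Gr-1 hi (SD, n = 2 each). Its log2 FC was 3.56 (SE 0.96, adjusted p = 0.103) for Gr-1 lo and 2.04 (SE 0.65, adjusted p = 0.0529) for Gr-1 hi by the quasi-likelihood test, so it was not called in either. Over the alternatives its adjusted p ranged from 0.0178 to 1 in Gr-1 lo and from 0.00456 to 0.304 in Gr-1 hi. It was called in Gr-1 lo by DESeq2 (0.0281), in a fit of the 4 libraries compared (0.0456) and without library 5 (0.0185) or 6 (0.0178). In Gr-1 hi it was called with upper-quartile scaling (0.0466) and without library 6 (0.00456). *Ly6g* had a log2 FC of 0.74 (SE 0.31, adjusted p = 0.251) for Gr-1 lo and -0.85 (SE 0.29, adjusted p = 0.0562) for Gr-1 hi by the quasi-likelihood test. It was called lower in SP Gr-1 hi without library 6 (log2 FC -1.25, adjusted p = 0.0385). *Ly6c1* (ENSMUSG00000079018, chromosome 15 from 75044018 to 75048830) and *Ly6c2* (ENSMUSG00000022584, chromosome 15 from 75108158 to 75111970) resemble each other, so reads could be counted on the wrong copy. Their log2 FCs were -0.43 and -0.54 for Gr-1 lo, and -0.89 and -0.90 for Gr-1 hi. Both were called lower in SP Gr-1 hi without library 6 (-1.23 and -1.25) or 9 (-1.17 each). *Stat3* (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) changed by 0.15 for Gr-1 lo and by 0.01 for Gr-1 hi, and the latter was negative under RLE scaling (-0.06). At an adjusted p of at most 0.05 whatever the FC, 2 of the 8 genes passed for Gr-1 lo and 5 for Gr-1 hi, and 3 and 7 when adjusted over the list alone.

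**Figure D1:**
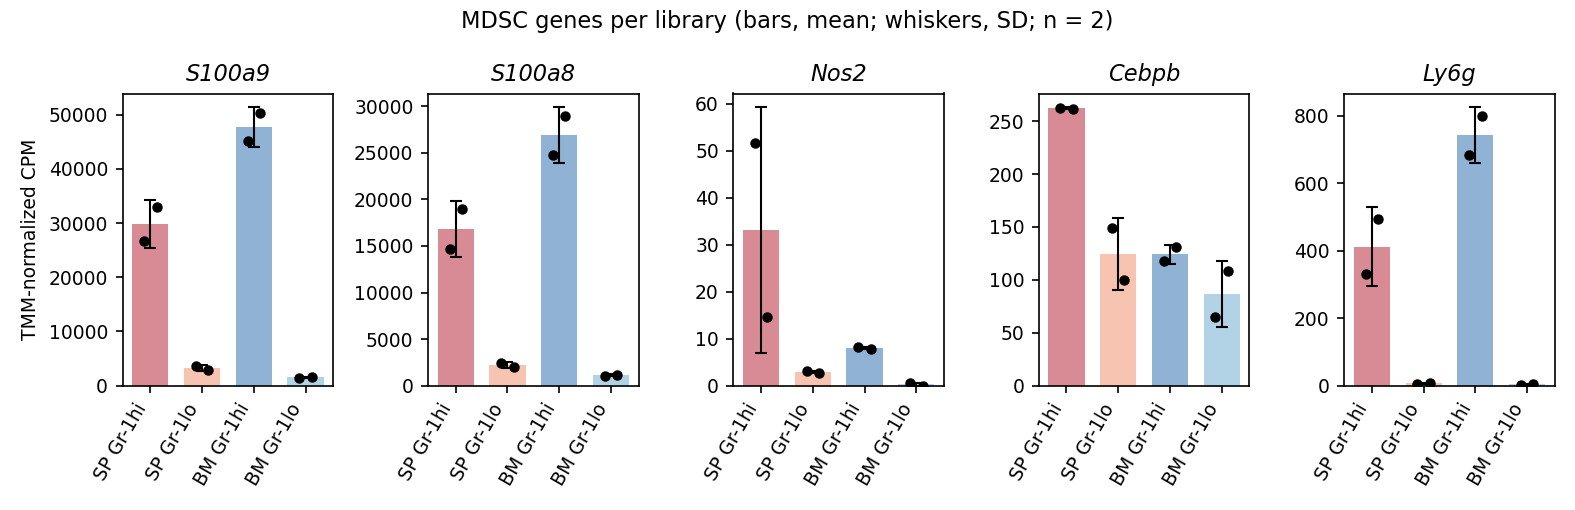
TMM-normalized CPM of *S100a9*, *S100a8*, *Nos2*, *Cebpb* and *Ly6g* in the 8 libraries (points), with the mean (bars) and SD (whiskers) of the 2 libraries of each group. *S100a9* averaged 3263 CPM in SP Gr-1 lo and 1536 CPM in BM Gr-1 lo.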

Despite hundreds of DEGs, many MDSC signature genes, such as *Ly6c, Ly6g, Stat3*, and *S100a8*, were not included in the DEGs, although *S100a9, Nos2*, and/or *Cebpb* were upregulated. As expected, DEGs were most numerous in BM-derived CD11b^+^Gr-1^lo^ cells compared to BM-derived CD11b^+^Gr-1^hi^ cells (411 upregulated and 358 downregulated, with FC > 8 and adjusted *P* < 0.01). However, interestingly, DEGs between the two spleen-derived subsets were ~2-fold-fewer than those between two BM-derived subsets, implying functional convergence of the two subsets of SDMCs.

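Between BM Gr-1 hi and BM Gr-1 lo libraries, 2946 genes had an FC above 8 and an adjusted p below 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 2 libraries per group). Of these, 1788 were higher in Gr-1 lo and 1158 higher in Gr-1 hi cells. In simulated counts with 200 genes that differed by a log2 FC of 4, 173 of these and 0 unchanged genes were called. The 39.3% share of DEGs that were higher in Gr-1 hi cells depended on the values tested, and was 50.8% among the 1316 DEGs of the exact test on quantile-normalized TPM. The median log2 FC of all genes was -0.17 with TMM and -0.03 with RLE scaling, so directions are relative to this shift. Among DEGs of at least 10 CPM whose groups do not overlap, the genes with the largest increases in Gr-1 hi cells were *Cxcr1* (ENSMUSG00000048480, chromosome 1 from 74191785 to 74194631), *Gm38171* (ENSMUSG00000102196, chromosome 2 from 11315372 to 11319874), *Stfa2l1* (ENSMUSG00000059657, chromosome 16 from 36156811 to 36161953), *Retnlg* (ENSMUSG00000022651, chromosome 16 from 48872621 to 48874496) and *Prok2* (ENSMUSG00000030069, chromosome 6 from 99711299 to 99726392). *Cxcr1* had 0 counts in both BM Gr-1 lo libraries and 996 in BM Gr-1 hi. Against a floor of 3 counts over the group, its log2 FC was at least 9.37. *Gm38171* had 3 counts in BM Gr-1 lo, and the log2 ratio of its scaled counts with the 95% counting interval was 9.09 (7.54 to 11.37). *Stfa2l1*, *Retnlg* and *Prok2* had log2 FCs of 8.48, 8.47 and 8.42. *Stfa2l1* has close relatives among the stefin A genes that can share its reads, and *Prok2* lost its call without library 11 (adjusted p = 0.0123) or 12 (0.0113) in the quasi-likelihood test. The largest increases in Gr-1 lo cells were in *Gm5424* (ENSMUSG00000046687, chromosome 10 from 62071123 to 62072362), *Galnt9* (ENSMUSG00000033316, chromosome 5 from 110544355 to 110621380), *Fn1* (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200), *Mgl2* (ENSMUSG00000040950, chromosome 11 from 70130329 to 70137550) and *F13a1* (ENSMUSG00000039109, chromosome 13 from 36867178 to 37050244). *Gm5424* and *Mgl2*, with 2 and 3 counts in BM Gr-1 hi, had log2 ratios with 95% counting intervals of -8.44 (-11.49 to -6.59) and -7.62 (-9.90 to -6.07). For *Galnt9*, *Fn1* and *F13a1*, the log2 FCs were -8.22, -7.58 and -7.54. The 2 BM Gr-1 hi libraries differed widely in *Fn1*, with a mean of 16.1 ± 21.2 CPM (SD) against 3065 ± 836 CPM in BM Gr-1 lo. *Fn1* was not called without library 5, 6, 7, 8, 11 or 12 (adjusted p from 0.0223 to 0.0326), and *F13a1* was not called without library 11 (0.0102), by the quasi-likelihood test.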

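At the same thresholds, 1301 genes differed between SP Gr-1 hi and SP Gr-1 lo libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 783 higher in Gr-1 hi and 518 higher in Gr-1 lo cells. The BM count was 2.26 times as large, and with each library left out in turn this ratio stayed between 1.93 and 2.58. In simulated counts, 181 of 200 changed genes were called. By the rule used for BM, the genes with the largest increases in Gr-1 hi cells were *Cxcr1* (log2 FC 9.19), *Gm38171* (8.94), *Prok2* (8.74), *Retnlg* (8.28) and *Gpr27* (ENSMUSG00000072875, chromosome 6 from 99692679 to 99695066) at 8.28. In Gr-1 lo cells they were *Fn1* (-10.02), *F13a1* (-9.69), *Vcan* (ENSMUSG00000021614, chromosome 13 from 89655312 to 89742509) at -9.40, *Stxbp6* (ENSMUSG00000046314, chromosome 12 from 44852484 to 45074709) and *Dmkn* (ENSMUSG00000060962, chromosome 7 from 30763756 to 30781063). *Stxbp6* and *Dmkn* had 2 counts each in SP Gr-1 hi, and their log2 ratios with 95% counting intervals were -8.53 (-11.57 to -6.67) and -8.31 (-11.36 to -6.46). Single libraries decided some of these calls in the quasi-likelihood test. *Prok2* was not called without library 7 or 8 (adjusted p = 0.0128 and 0.0151), *F13a1* and *Vcan* without 5 or 6 (0.0174 to 0.0230) and *Fn1* without 5, 6, 7, 8, 11 or 12 (0.0181 to 0.0445). The difference between the 2 tissues was also tested directly. The interaction of tissue and subset was called in 1719 genes at an adjusted p of at most 0.05 and a difference of at least 2-fold, by the same test. In 1606 of them (93.4%), the size of the difference between Gr-1 hi and Gr-1 lo was smaller in SP, in 113 larger, and in 273 the direction was opposite. The count fell to 973 without library 7, 915 without 8, 1032 without 9 and 926 without 12, with 93.5% to 96.3% of the DEGs smaller in SP. Across the 3161 genes called in SP or BM, the total least squares slope of the SP log2 FC on the BM log2 FC was 0.73, and 86.2% of the genes differed less in SP. Genes are not independent replicates, so no p is given. With 1 library taken per group, the 16 combinations gave slopes from 0.706 to 0.805 (SD 0.0333), and ordinary least squares gave 0.689. In SP Gr-1 lo against BM Gr-1 lo, lists of 14 secondary granule genes and 21 mature neutrophil genes had median log2 FCs of 0.97 and 0.44. In SP Gr-1 hi against BM Gr-1 hi, a list of 22 monocyte genes had a median log2 FC of 1.10. From the smaller number of DEGs between the spleen-derived subsets, the paper proposes that the 2 subsets of SDMCs converge functionally.

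**Figure D2:**
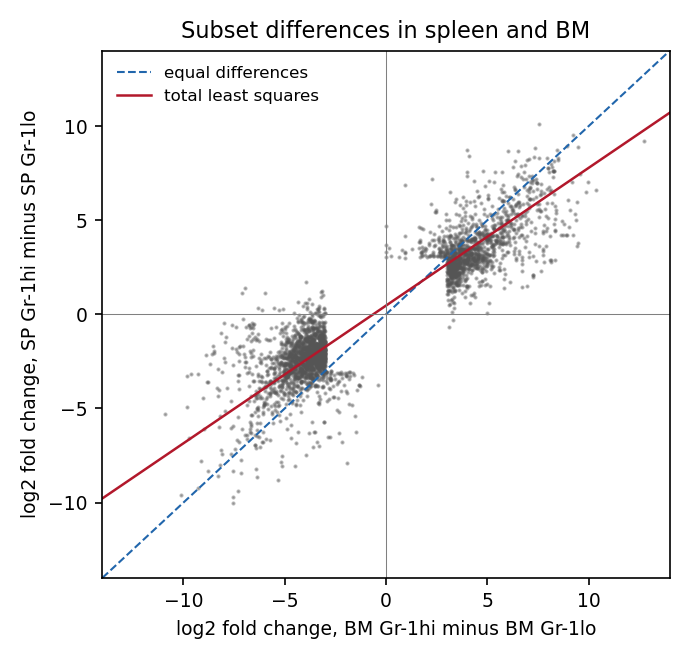
Log2 FC between Gr-1 hi and Gr-1 lo cells in BM (x axis) and in SP (y axis) for the 3161 genes called in either tissue, 1 point per gene. Lines mark equal differences and the total least squares slope of 0.73.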

**Figure 2:**
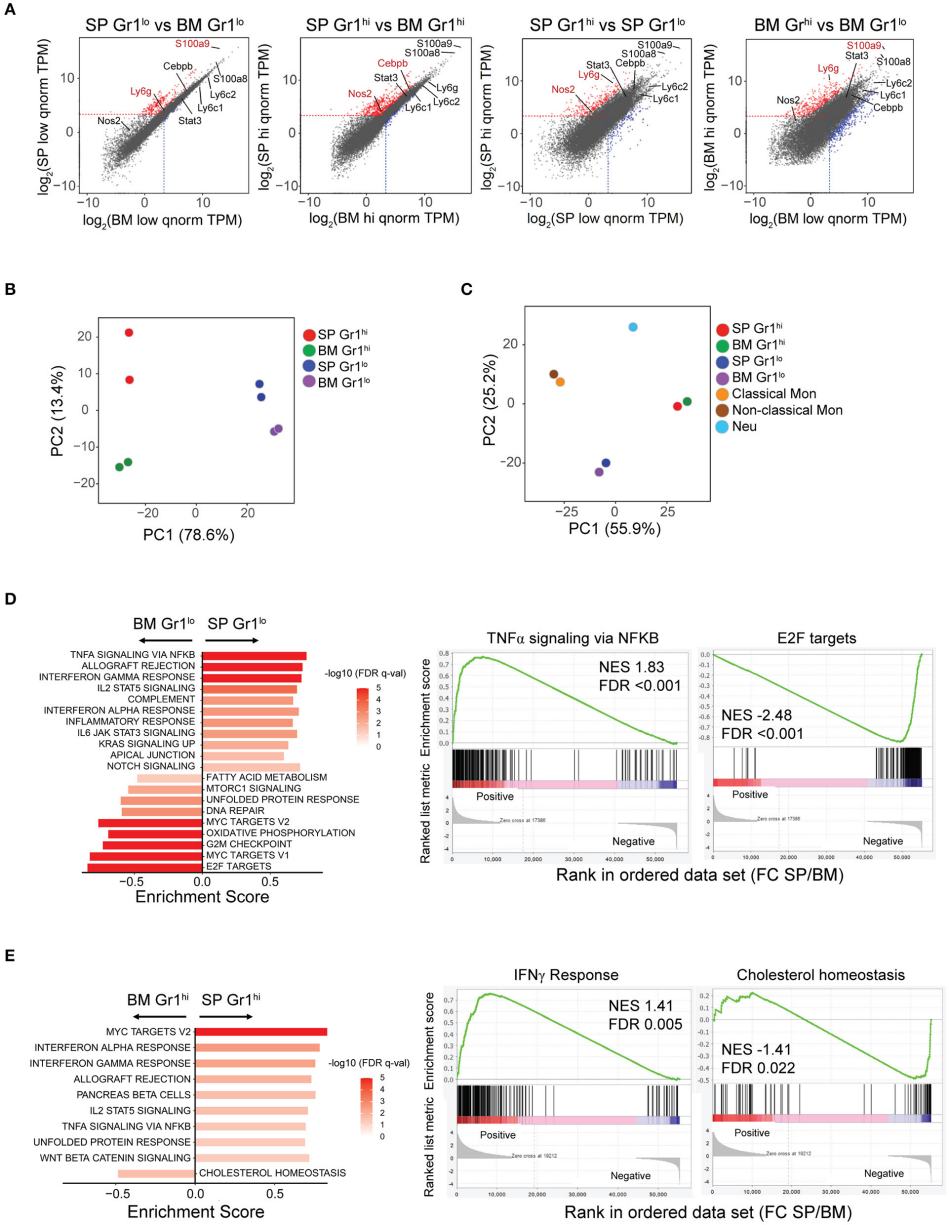
Transcriptome profiling of SDMCs. RNA-seq analysis of CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ cells from spleen and BM of sanroque mice. **(A)** The transcriptomes of the 4 sorted cell populations are displayed as pairwise scatter plots. Upregulated and downregulated genes under the criteria (Log_2_FC > 1 and adjusted *P* < 0.05 for the left two plots; Log_2_FC > 3 and adjusted *P* < 0.01 for the right two plots) are displayed as red- and blue-colored dots, respectively. Signature genes of MDSCs are indicated. **(B,C)** PCA of gene expression in the 4 cell populations without **(B)** and with other sources of neutrophils and monocytes **(C)**. Symbols represent individual samples, colored by population. **(D,E)** GSEA of gene expression comparing spleen- vs. BM-derived CD11b^+^Gr-1^lo^ subsets **(D)** and spleen- vs. BM-derived CD11b^+^Gr-1^hi^ subsets **(E)**. Data of significantly enriched gene set terms (left panels) and representative enrichment plots (right panels) are shown. FDR q-values are indicated as red-white colors. NES, normalized enrichment score; FDR, false discovery rate.

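For the PCA, TPM were computed from the deposited counts with exon lengths of GENCODE M21, quantile-normalized and transformed as log2(TPM + 1). The 1000 genes of highest variance were each centred and scaled. PC1 held 75.6% of the variance, PC2 20.8% and PC3 1.44%. Scores on PC1 were -22.3 and -24.2 in the SP Gr-1 hi libraries, -29.8 and -26.2 in BM Gr-1 hi, 23.3 and 23.4 in SP Gr-1 lo, and 27.5 and 28.2 in BM Gr-1 lo. On PC2, the 4 SP libraries had scores from -17.4 to -9.74 and the 4 BM libraries from 10.0 to 15.3. The largest distance between the 2 libraries of a group over PC1 and PC2 was 4.32. With a pseudocount of 0.1 in place of 1, which moved the share of PC1 most, PC1 held 66.4%.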

PCA separated all four subsets (Figure 2B). According to PC1, the spleen-derived CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ cells seemed most similar to BM-derived CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ cells, respectively. 

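On PC1 alone, the mean scores of SP Gr-1 hi and BM Gr-1 hi libraries were 4.77 apart and those of SP Gr-1 lo and BM Gr-1 lo libraries 4.52 apart. SP Gr-1 hi and SP Gr-1 lo libraries were 46.5 apart and BM Gr-1 hi and BM Gr-1 lo libraries 55.8 apart.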

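Over the first 2 components, the distance between the mean scores was 46.7 for SP Gr-1 hi and SP Gr-1 lo libraries and 55.9 for BM Gr-1 hi and BM Gr-1 lo libraries, a ratio of 0.836. It was 30.8 between SP Gr-1 hi and BM Gr-1 hi, and 23.1 between SP Gr-1 lo and BM Gr-1 lo. Taking 1 library per group, the 16 combinations gave ratios from 0.790 to 0.886. Over all components the ratio was 0.841. The first ratio was 0.792 with log2 TMM CPM in place of log2 TPM and 0.882 without library 9, its lowest and highest values over the alternatives.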

The distance between the two spleen-derived subsets was shorter than that between the two BM-derived subsets, supporting the idea of functional convergence. When compared to the transcriptomes of neutrophils and classical or non-classical monocytes with identical genetic backgrounds to the sanroque mice, all four subsets were segregated from neutrophils and monocytes (Figure 2C).

To assess the biological processes and signaling pathways significantly enriched in SDMCs relative to their BM-derived counterparts, we performed a GSEA. 

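Lists of genes for 8 processes stood in for the gene sets of the study, which were not analysed here. Each list was tested by camera with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 8 lists and both subsets. In SP Gr-1 lo against BM Gr-1 lo, 40 interferon-stimulated genes had a median log2 FC of 0.30, with 35 genes higher in spleen (adjusted p = 6.35e-05). Without library 11 the median was 0.24 and the adjusted p of camera 0.0522. The 30 TNF and NF-kB response genes had a median of 0.80, with 28 genes higher (adjusted p = 9.36e-16, camera). The 30 immediate-early and heat shock genes, a list of genes that cell handling can also induce, had a median of 0.52, with 24 genes higher (adjusted p = 4.44e-05, camera). Without 1 library in turn, the median of the interferon-stimulated genes ranged from 0.18 to 0.65. The medians of the other 2 lists moved most when Reactome pathways, which hold other genes, took their place. The 9 genes of a TNF signaling pathway had a median of 0.04 (adjusted p = 0.887, camera), and the 73 genes of a pathway for the cellular response to heat stress had -0.22 (adjusted p = 0.00157, camera). Over both subsets and their interaction, camera called 16 list comparisons. Of these, 8 held under fry, namely the TNF and NF-kB list in both subsets, the immediate-early and heat shock list and the cholesterol synthesis list in Gr-1 hi, the MYC and ribosome biogenesis list in both subsets and in the interaction, and the unfolded protein response list in the interaction. With a correlation estimated from the data, 0 of the 16 held.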

Gene sets related to proinflammatory signals, such as the pathways mediated by IFN-γ, IFN-α, TNF-α-NF-κB, IL-6-JAK-STAT3, IL-2-STAT5, and NOTCH, were highly enriched in spleen-derived CD11b^+^Gr-1^lo^ cells compared to BM-derived CD11b^+^Gr-1^lo^ cells (Figure 2D, Supplementary Figure 1). Similarly, the gene sets enriched in spleen-derived CD11b^+^Gr-1^hi^ cells compared to their BM-derived counterparts included genes related to signaling pathways mediated by IFN-γ, IFN-α, TNF-α-NF-κB, IL-2-STAT5, NOTCH, and WNT, and unfolded protein responses (Figure 2E, Supplementary Figure 1). 

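In SP Gr-1 hi against BM Gr-1 hi, the interferon-stimulated genes had a median log2 FC of 0.79, with 37 of 40 higher (adjusted p = 6.6e-06, camera). The median ranged from 0.45 to 0.98 without 1 library in turn and was 0.37 with a Reactome pathway in place of the list, called each time. The median of the TNF and NF-kB response genes was 0.73, with 25 of 30 higher (adjusted p = 4.44e-05, camera), and the 9 genes of the Reactome pathway for TNF signaling had 0.10 (adjusted p = 0.996, camera). The immediate-early and heat shock genes also had a median of 0.73, with 25 of 30 higher (adjusted p = 0.000358, camera). Without library 6 their median was 0.25 (adjusted p = 0.179, camera), and the 73 genes of the Reactome pathway for heat stress had 0.07 (0.512). The 26 unfolded protein response genes had a median of 0.27, with 16 higher (adjusted p = 0.0824, camera). They passed the threshold under fry (0.0216) and in camera without the filter on low counts (0.00819). Over the alternatives the adjusted p ranged from 0.00819 to 0.887, and without 1 library in turn the median ranged from 0.10 to 0.28. Reactome pathways for NOTCH and WNT signaling were added after the other values had been seen. The 62 NOTCH genes had a median of -0.08, a mean of 0.23 and an adjusted p of 0.387 in camera, which placed them lower. In Gr-1 lo cells their median was -0.00 and their mean 0.28, and camera placed them higher (adjusted p = 0.370) while fry gave 0.0182. The 179 WNT genes were lower in SP Gr-1 hi by camera (adjusted p = 0.00175), with a median of -0.21, a mean of 0.04 and 54 genes higher.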

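Of 50 cell cycle genes, 0 were higher in SP Gr-1 lo than in BM Gr-1 lo libraries, and their median log2 FC was -0.36 (adjusted p = 2.33e-08, camera). Between the Gr-1 hi subsets the median was -0.32 and the mean -0.08, with 19 of 50 higher (adjusted p = 0.122, camera). Without library 6 that median was -0.55 (adjusted p = 0.0339, camera) and without library 9 it was -0.67 (1.19e-05). The 50 MYC and ribosome biogenesis genes moved in opposite directions in the 2 subsets. Their median was -0.43 in Gr-1 lo cells, with 1 gene higher (adjusted p = 2.01e-13, camera), and 1.34 in Gr-1 hi cells, with 46 genes higher (adjusted p = 2.22e-16, camera). *Myc* itself had a log2 FC of 2.37 (SE 0.21, adjusted p = 0.000231) between the Gr-1 hi subsets by edgeR's quasi-likelihood test. The 53 oxidative phosphorylation genes had medians of -0.16 and -0.20 in Gr-1 lo and Gr-1 hi cells (adjusted p = 0.000329 and 0.000749, camera), with 2 and 5 genes higher. Without 1 library in turn, these medians ranged from -0.23 to -0.08 and from -0.36 to -0.20. The 25 cholesterol synthesis genes had medians of -0.36 and -1.14 (adjusted p = 1.29e-06 and 1.64e-15, camera), with 0 and 2 genes higher. The unfolded protein response genes had a median of -0.17 in Gr-1 lo cells (adjusted p = 0.0824, camera). They passed the threshold without the filter on low counts (0.0276), without library 7 (median -0.19, adjusted p = 0.0103, camera) and without library 12 (median -0.21, adjusted p = 0.0268, camera). A Reactome pathway of 133 DNA repair genes, added after the other values had been seen, had a median of -0.21 in Gr-1 lo cells (adjusted p = 5.96e-06, camera) and 0.12 in Gr-1 hi cells (adjusted p = 0.370, camera).

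**Figure D3:**
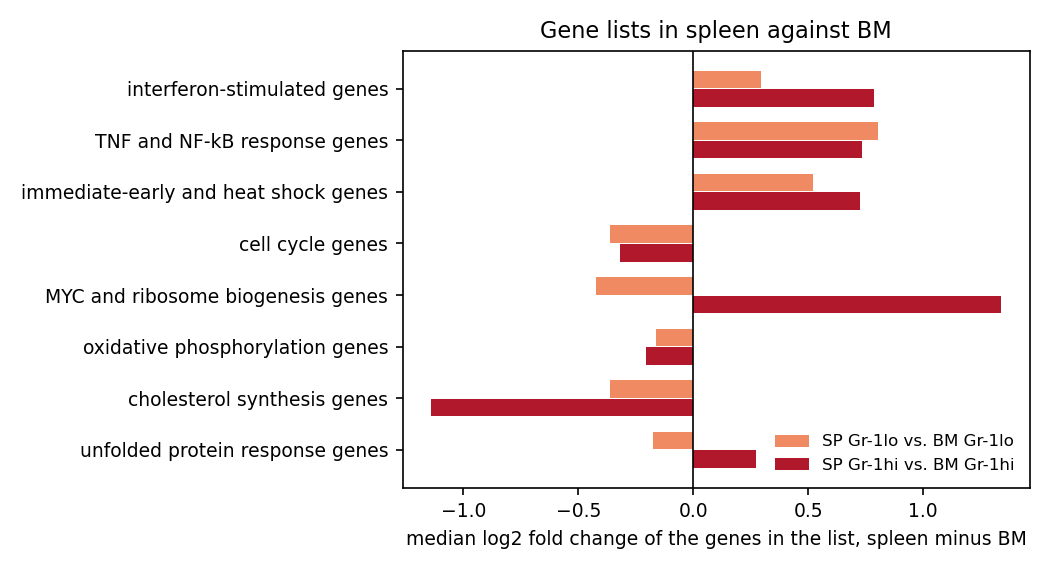
Median log2 FC between spleen- and BM-derived cells for each of the 8 gene lists, with 1 bar per list for the Gr-1 lo and 1 for the Gr-1 hi subsets. The MYC and ribosome biogenesis list is at -0.43 and 1.34.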

Interestingly, gene sets related to proliferation (E2F targets, Myc targets, and DNA repair) and metabolic reprogramming (oxidative phosphorylation, fatty acid metabolism, cholesterol homeostasis, and mTORC1 signaling) were less activated in spleen-derived CD11b^+^Gr-1^lo^ or Gr1^hi^ cells than in their BM-derived counterparts.

We further assessed whether proinflammatory molecules are indeed upregulated in SDMCs. Consistent with RNA-seq data, subsets of SDMCs expressed higher levels of IL-18 than their BM counterparts, and this phenomenon was more prominent in the Gr-1^lo^ subset (Supplementary Figure 2A). 

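In the RNA-seq libraries, *Il18* (ENSMUSG00000039217, chromosome 9 from 50554827 to 50581840) had 6.32 ± 0.445 CPM in BM Gr-1 lo and 12.7 ± 1.66 CPM in SP Gr-1 lo (SD, n = 2 each), a log2 FC of 1.01 (SE 0.18, adjusted p = 0.0132) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its FC fell below 2 under RLE scaling (log2 FC 0.95) and in DESeq2 (0.94). Without library 8 the log2 FC was 0.87 and the adjusted p 0.124, without library 11 it was 1.08 (adjusted p = 0.0703), and without library 12 it was 0.94 (adjusted p = 0.124), in the same test. Over all alternatives the adjusted p ranged from 3.97e-07 to 0.124. Between the Gr-1 hi subsets it rose from 4.82 ± 0.365 to 7.30 ± 1.53 CPM, a log2 FC of 0.60 (SE 0.19, adjusted p = 0.0418) by the quasi-likelihood test, short of an FC of 2. The difference between the 2 subsets in this change was -0.41 (SE 0.26, adjusted p = 0.320) by the same test.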

The expression of IL-β, TNF, IFN-α and IL-6 was significantly increased in SDMCs, compared to autologous B cells, with different dominance between subsets. *In vivo* provision of IL-1β and IFN-α was dominated by the Gr-1^hi^ subset, while IL-6 expression was dominated by the Gr-1^lo^ subset (Supplementary Figures 2B–D). TNF was upregulated evenly in both subsets (Supplementary Figure 2B). Interestingly, IFN-α expression was highly induced in Gr-1^lo^ SDMCs upon PMA stimulation. Among costimulators important for the priming of CD4^+^ T cells, ICOSL, but not CD40, was upregulated on both subsets of SDMCs (Supplementary Figure 2E and not shown).

These results taken together identify spleen-derived CD11b^+^Gr-1^lo^ and CD11b^+^Gr-1^hi^ cells as *bona fide* G- and M-MDSCs, respectively, that are distinct from neutrophils and monocytes. Nevertheless, SDMCs seem to evolve differently from BM-derived MDSCs, with a predominant shift toward more proinflammatory and less proliferative phenotype. This process may lead two subsets of SDMCs to functionally converge.

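The interaction of tissue and subset was also tested for the 8 gene lists by camera with Benjamini-Hochberg adjustment, where a positive value is a larger increase, or a smaller decrease, in SP Gr-1 hi. The MYC and ribosome biogenesis genes had a median log2 interaction of 1.76, with 49 of 50 genes positive (adjusted p = 2.35e-41, camera). The cholesterol synthesis genes had a median of -0.74, with 4 of 25 positive (adjusted p = 1.55e-06, camera). The median of the unfolded protein response genes was 0.31, with 19 of 26 positive (adjusted p = 0.0104, camera). It lost the call without library 6 (median 0.35, adjusted p = 0.0512, camera) and with Reactome membership (0.13, adjusted p = 0.838). The TNF and NF-kB response genes had a median of -0.26 (adjusted p = 0.197, camera) and were called without library 7 (-0.31, adjusted p = 0.0324). With Reactome membership, their median was 0.06. The immediate-early and heat shock genes, at 0.01 (adjusted p = 0.347, camera), changed sign under RLE scaling and without the filter on low counts. Their median ranged from -0.48 without library 6 to 0.15 without library 5, where it was called (adjusted p = 0.00196, camera). Cell cycle genes had a median of 0.07 and a mean of 0.31 (adjusted p = 0.0624, camera). The median ranged from -0.32 without library 9 to 0.33 without library 10, with calls without library 5, 7, 10 or 11. Oxidative phosphorylation genes, at -0.07 (adjusted p = 0.307, camera), were called without library 9 (-0.23, adjusted p = 0.0402).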

### *In situ* Generation and Proinflammatory Activation of SDMCs in Sanroque Mice

We wanted to know where SDMCs originated. According to previous reports, MDSCs are expanded in the BM via abnormal myelopoiesis. Long term-hematopoietic stem cells (LT-HSCs) in the BM develop first into short term (ST)-HSC and then via multipotent progenitor (MPP) stages into lineage-restricted progenitors, i.e., lymphoid progenitors, granulocyte-macrophage progenitors (GMPs), and megakaryocyte-erythrocyte progenitors (MEPs) (52). GMPs further differentiate through several stages into MDSCs under certain pathologic conditions (24).

To examine the possibility that SDMCs emerge in the BM and then migrate to the spleen, as suggested previously, we examined the composition of cells harbored in the BM of disease-established sanroque mice. Unexpectedly, the frequencies of MPPs and GMPs did not differ significantly in sanroque mice, although the frequency of earlier progenitor LT-HSCs was elevated (Supplementary Figure 3). Numbers of total BM cells and CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ cells did not differ between sanroque and WT mice. Therefore, it was not evident whether myelopoiesis was enhanced in the BM of sanroque mice.

This result led us to examine the possibility of splenic extramedullary expansion of SDMCs. Surprisingly we found that the proportions and absolute numbers of GMPs and their upstream progenitors from LT-HSC to MPPs were significantly higher in sanroque mice than in WT controls. In contrast, the proportions and absolute numbers of MEPs did not differ (Figures 3A,B), indicating that the developmental pathway leading to GMPs is favored over that leading to MEPs at the lineage bifurcation point in sanroque mice. The expression level of CD115 did not significantly differ in GMPs from WT and sanroque mice (Supplementary Figure 3D). Total spleen cells were ~2-fold more numerous, and this was mirrored by splenomegaly (Figure 3C). These findings reveal that splenic extramedullary myelopoiesis is highly activated in the spleen of sanroque mice and suggest that the accumulation of SDMCs takes place *in situ*.

**Figure 3:**
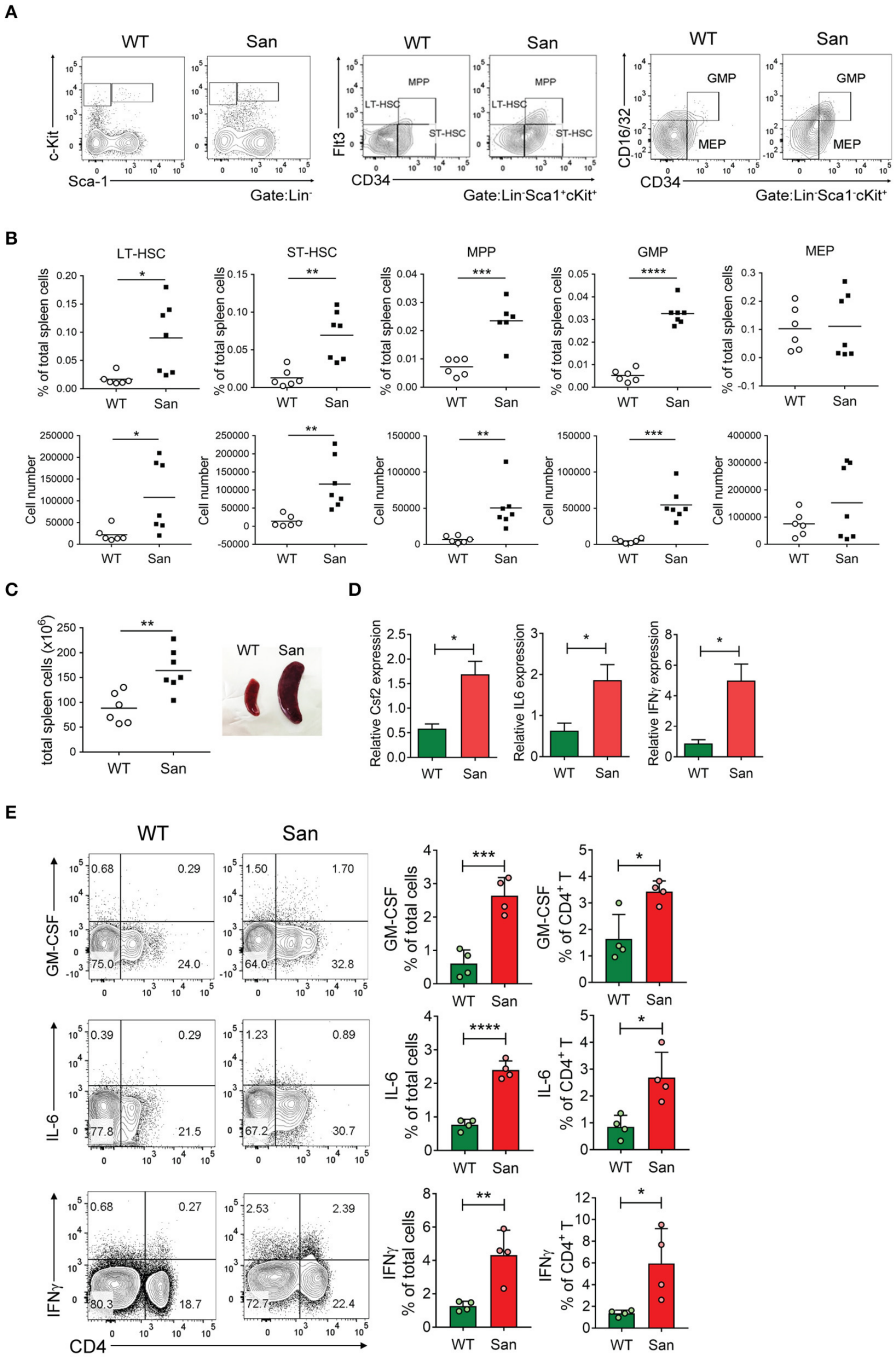
Splenic extramedullary development of SDMCs in sanroque mice. **(A,B)** Spleen cells from sanroque mice and their WT littermates were assayed by FACS. Representative FACS profiles **(A)** and percentages and numbers of the indicated cell populations with symbols representing the values of individual mice and horizontal bars representing means **(B)** are shown. **(C)** Numbers of total spleen cells and a representative photograph displaying spleens from WT and sanroque mice are shown. **(D)** Spleen cells were assayed by quantitative RT-PCR. **(E)** Spleen cells were stimulated with PMA and ionomycin for 5 h and assayed by intracellular FACS. Representative FACS profiles gated on whole live cells are shown along with data displayed as means ± SDs with symbols representing the values of individual mice. Data are representative of 2 independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 by Student's *t*-test. San, sanroque.

Next, we asked which factors contributed to the accumulation of SDMCs in the spleens of sanroque mice. According to our transcriptome analysis, many genes that encode factors previously identified to expand and activate BM-derived MDSCs were preferentially activated in SDMCs. For example, expression of genes encoding TNF, IL-1β, M-CSF (*Csf1*), receptors for G-CSF (*Csf3r*), M-CSF (*Csf1r*), IFN-γ, TNF, IL-4 and IL-13, NF-κB, IRF8, and C/EBPβ was significantly upregulated in CD11b^+^Gr-1^lo^ and/or Gr-1^hi^ SDMCs (Supplementary Figures 1, 2). This supported the hypothesis regarding the *in situ* generation of SDMCs. This also suggested that extrinsic factors produced by cells other than SDMCs participate in the process.

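Of 18 genes for these factors, receptors and regulators, 17 were higher in SP Gr-1 lo than in BM Gr-1 lo libraries, with 1 DEG, and 14 were higher in SP Gr-1 hi than in BM Gr-1 hi libraries, with 6 DEGs. At an adjusted p of at most 0.05 whatever the FC, 2 genes passed for Gr-1 lo and 12 for Gr-1 hi, and 7 and 14 when adjusted over the list alone. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Relb* (ENSMUSG00000002983, chromosome 7 from 19606217 to 19629438) was the DEG of the Gr-1 lo subsets, with a log2 FC of 1.47 (SE 0.19, adjusted p = 0.00289). It was not called on quantile-normalized TPM (adjusted p = 0.341, exact test). Its log2 FC was 0.92 in Gr-1 hi cells, where it was called with upper-quartile scaling (1.00) and without library 6 (1.05) or 9 (1.03). In Gr-1 hi cells, *Irf8* (ENSMUSG00000041515, chromosome 8 from 120736358 to 120756694) had a log2 FC of 2.63 (SE 0.32, adjusted p = 0.00137) and *Csf1* (ENSMUSG00000014599, chromosome 3 from 107741048 to 107760469) of 1.58 (SE 0.17, adjusted p = 0.000430) by the same test. *Irf8* belongs to the list of monocyte genes, and *Csf1* rose from 51.1 ± 11.1 to 153 ± 11.8 CPM (SD, n = 2). *Il13ra1* (ENSMUSG00000017057, chromosome X from 36112110 to 36171259) had a log2 FC of 1.15, *Nfkb2* (ENSMUSG00000025225, chromosome 19 from 46304320 to 46312385) of 1.10 and *Csf1r*, another gene of the monocyte list, of 1.05. These 3 calls were lost without library 5, where the log2 FCs were 0.78, 0.76 and 0.69, and without library 10 those of *Nfkb2* and *Csf1r* were lost (0.92 and 0.77). *Csf1r* was also not called under RLE scaling (0.98) or by DESeq2 (0.99), nor *Nfkb2* on quantile-normalized TPM (0.99). *Nfkb2* had a log2 FC of 0.95 in Gr-1 lo cells, where it was called without the filter on low counts (1.00) and without library 7 (1.07) or 11 (1.09). *Cebpb* was the other DEG of the Gr-1 hi subsets. Changes below an FC of 2 in Gr-1 hi cells included *Csf3r* (ENSMUSG00000028859, chromosome 4 from 126024550 to 126044440), a gene of the mature neutrophil list (0.86), *Tnfrsf1b* (ENSMUSG00000028599, chromosome 4 from 145213463 to 145246870) (0.96), *Il4ra* (ENSMUSG00000030748, chromosome 7 from 125552120 to 125579474) (0.94) and *Ifngr1* (ENSMUSG00000020009, chromosome 10 from 19591949 to 19610229) (0.82). Without library 6, *Tnfrsf1b* (log2 FC 1.11), *Ifngr1* (1.09) and *Il4ra* were called. Upper-quartile scaling called *Tnfrsf1b* (1.04) and *Il4ra* (1.03). On quantile-normalized TPM, *Csf3r* (1.32) and *Tnfrsf1b* (1.01) were called. *Ifngr2* (ENSMUSG00000022965, chromosome 16 from 91547072 to 91565623) changed by 0.05 in Gr-1 lo and -0.10 in Gr-1 hi cells, and the former was negative under RLE scaling (-0.01). *Tnfrsf1a* (ENSMUSG00000030341, chromosome 6 from 125349362 to 125362484), *Nfkb1* (ENSMUSG00000028163, chromosome 3 from 135584655 to 135691547), *Rela* (ENSMUSG00000024927, chromosome 19 from 5637483 to 5648130) and *Rel* (ENSMUSG00000020275, chromosome 11 from 23736847 to 23770970) changed by log2 FCs between -0.14 and 0.28 in the 2 comparisons.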

We sought to identify such extrinsic factors enriched in the spleen of sanroque mice, and found that transcript levels of GM-CSF, IL-6, and IFN-γ were significantly higher in the spleens of sanroque mice than in those of WT mice (Figure 3D). The frequencies of cells producing these cytokines were also higher, and CD4^+^ T cells were major sources of these cytokines (Figure 3E). These results suggest that the autoimmune spleen contains cells (especially CD4^+^ T cells) that secrete factors required for the expansion and/or activation of SDMCs and thereby establishes a niche for these cells.

### SDMCs From Sanroque Mice Promote the Differentiation of CD4^+^ T Cells Toward Th1 and Tfh Cells

The canonical feature of MDSCs is suppression of T cell proliferation through inducible nitric oxide synthase (iNOS) and/or arginase 1-dependent pathways. This applies also to most cases including even MDSCs, which have additional functions other than immune suppression (20, 21, 32). To test whether SDMCs from sanroque mice fit this functional definition, we sorted CD11b^+^Gr-1^+^ cells from the spleens of ~20-week-old sanroque mice, co-cultured them with syngeneic CD4^+^ T cells under TCR/CD28 stimulation, and measured their proliferation. The presence of CD11b^+^Gr-1^+^ cells was found to inhibit the proliferation of the CD4^+^ T cells in a cell number- and contact-dependent manner (Figure 4A). This suppressive effect was almost completely abrogated by treatment with either iNOS inhibitor or arginase-1 inhibitor (Figure 4B). When splenic dendritic cells were added to the culture instead of SDMCs, the proliferation of CD4^+^ T cells was not affected (Supplementary Figure 4). Therefore, the SDMCs from disease-established sanroque mice seem to be *bona fide* MDSCs.

**Figure 4:**
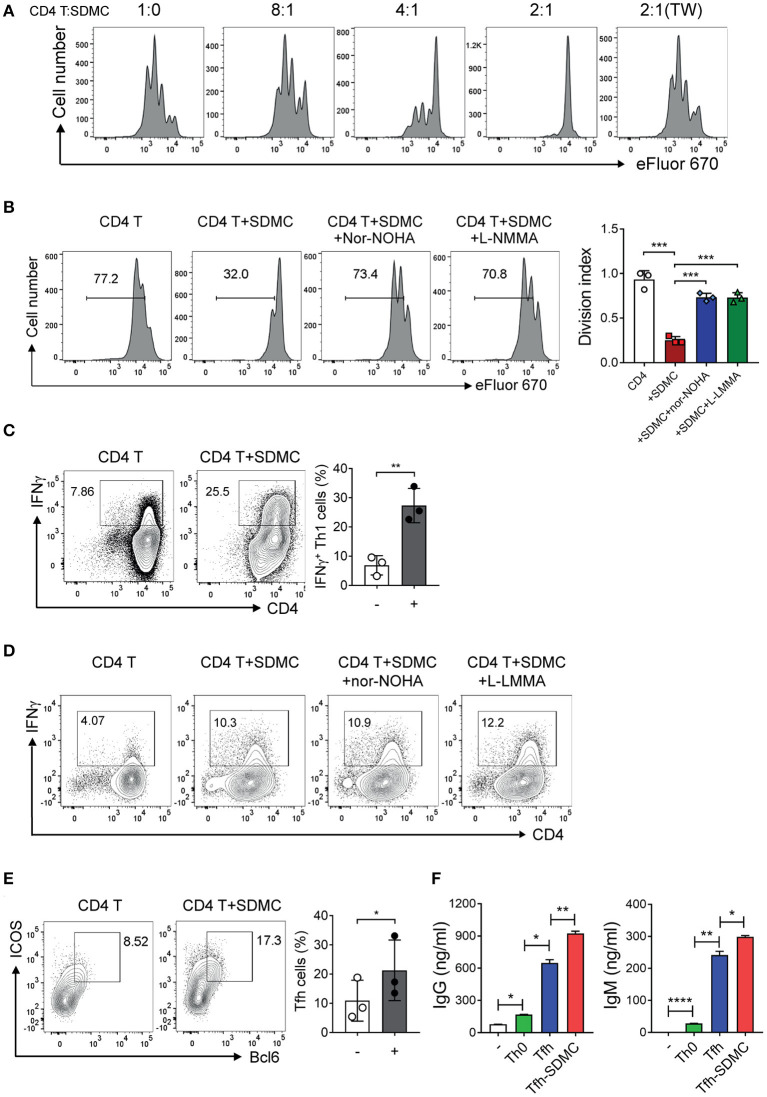
Effects of SDMC on the proliferation and differentiation of CD4^+^ T cells. **(A,B)** CD4^+^ T cells stained with eFluor 670 were stimulated with anti-CD3 and anti-CD28 mAbs in the presence or absence of SDMCs from sanroque mice at the indicated ratios **(A)** and a 2:1 ratio of CD4^+^ T cells: SDMCs **(B)**. In some wells, transwells (TW) were used to separate SDMCs and CD4^+^ T cells **(A)** and inhibitors were added as indicated **(B)**. **(C–E)** CD4^+^ T cells were cultured under Th1- **(C,D)** or Tfh-polarizing conditions **(E)** in the presence or absence of SDMCs and inhibitors, and assayed by intracellular FACS. **(F)** CD4^+^ T cells treated as in E were co-cultured with syngeneic B cells in the presence of anti-IgM and IL-4 and culture supernatants were assayed by ELISA. Data are displayed as the means ± SDs with symbols representing the values of individual mice and are representative of 2 independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 by Student's *t*-test.

Next, we tested the effect of SDMCs on the differentiation of CD4^+^ T cells into Th effector subsets. The presence of SDMCs favored the development of CD4^+^ T cells toward IFN-γ-producing Th1 cells under Th1-polarizing conditions (Figure 4C). This effect was not altered by the addition of inhibitors of iNOS and arginase-1, indicating that the process is independent of iNOS and arginase-1 (Figure 4D). SDMCs slightly increased the fraction of Th1 cells even under the non-polarizing conditions (only containing anti-CD3 and anti-CD28 Abs) and this effect was abolished by addition of neutralizing Ab to IL-18, indicating the involvement of IL-18 in SDMC-mediated Th1 induction (Supplementary Figure 5). SDMCs had little or no effect on the differentiation of Th2 and Th17 cells (data not shown). Importantly, CD4^+^ T cells cultured in the presence of SDMCs gave rise to more numerous ICOS^+^BCL6^+^ Tfh cells than those cultured in the absence of SDMCs (Figure 4E). Consistent with this, co-culture of CD4^+^ T cells with SDMCs led them to more efficiently help B cells to differentiate into CD138^+^ PCs, and to secrete higher levels of IgM and IgG (Supplementary Figure 6, Figure 4F). These results demonstrate that SDMCs promote the development of CD4^+^ T cells to functional Tfh cells.

To determine whether the above effect of SDMCs is recapitulated in other autoimmune models, we carried out experiments using MRL^lpr^ and SKG strains. The former has been shown to accumulate SDMCs, but their roles in autoimmunity remain to be clarified. We found that SDMCs sorted from MRL^lpr^ mice during lupus progression were able to suppress the proliferation of autologous CD4^+^ T cells and to promote their polarization toward Th1 cells (Supplementary Figure 7). The SKG strain is an autoimmune arthritis model, in which Tfh cells as well as Th17 cells are pathogenic (53, 54), yet SDMCs remain to be identified. We found that SDMCs were highly accumulated in the spleen of arthritis-established SKG mice and could promote the polarization of CD4^+^ T cells toward Th1 and Tfh cells (Supplementary Figure 9). Thus, the effects of SDMCs on promoting Th1 and Tfh cells seem to be a common feature of SDMCs in autoimmune mice.

### SDMCs Promote B Cell Activation and PC Survival

To determine the effect of SDMCs from sanroque mice on the activity of B cells, we cocultured syngeneic B cells with SDMCs from sanroque mice aged ~20 weeks. The presence of SDMCs slightly, but significantly, stimulated the LPS- or CD40L-mediated proliferation of B cells (Figure 5A, Supplementary Figure 9). Moreover, the SDMCs led to upregulation of the costimulators CD80 and CD86 on the surface of B cells (Figure 5B). SDMCs also promoted the emergence of surface IgG1-expressing B cells, and this effect was independent of contact, iNOS and arginase-1 (Figure 5C). There was no evidence that the presence of SDMCs stimulated the differentiation of B cells into CD138^+^ PCs under these culture conditions.

**Figure 5:**
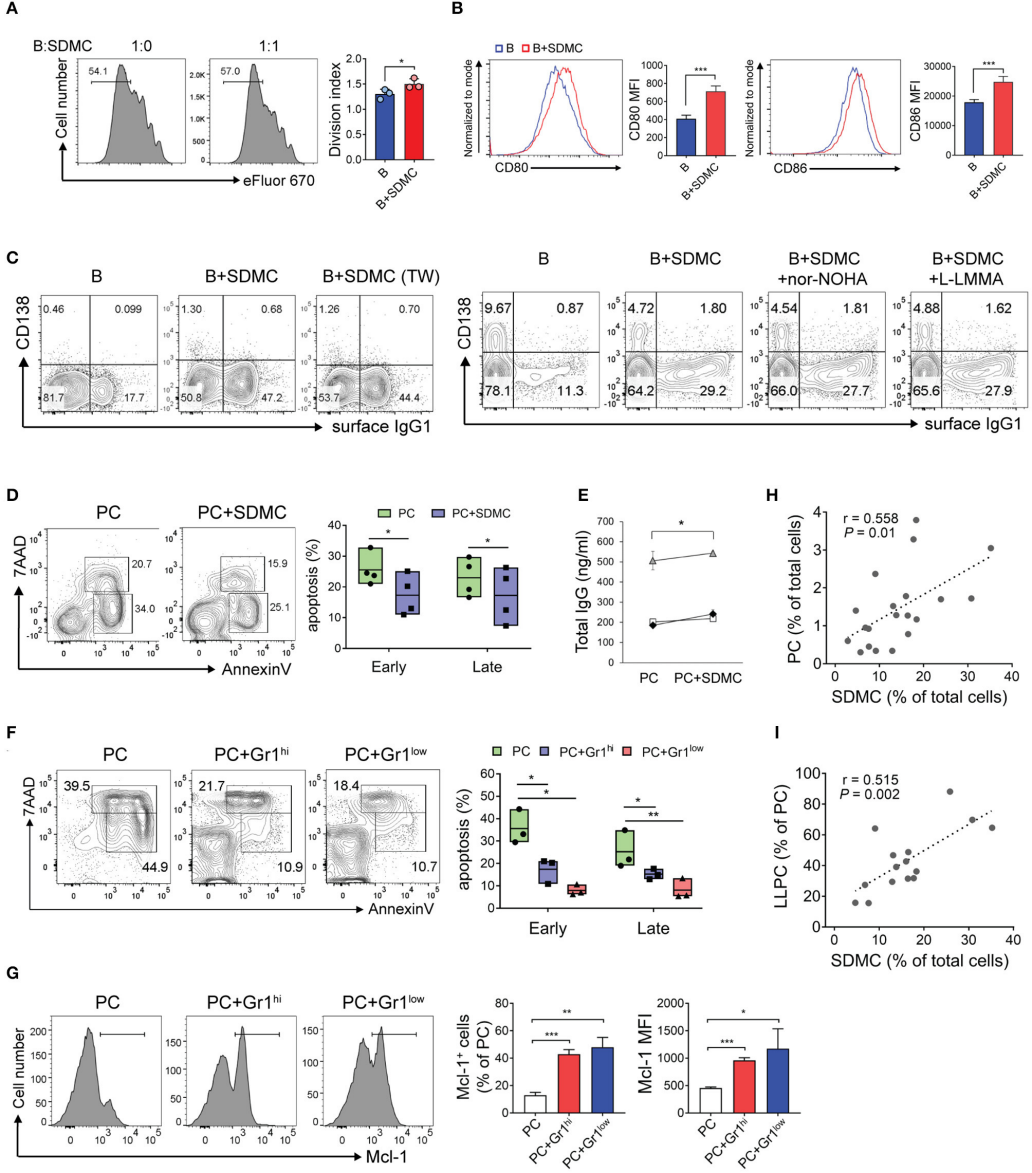
Effects of SDMCs on activation of B cells and survival of PCs. **(A–C)** CD19^+^ B cells from C57BL/6 mice were stained with eFluor 670 **(A)** or unstained **(B,C)**. They were then stimulated with LPS and IL-4 in the absence or presence of SDMCs from sanroque mice, transwells (TW), or inhibitors, as indicated, and assayed by FACS. Ratios of B cells: SDMCs were 1:1 **(A)** and 2:1 **(B,C)**. **(D)** PCs from sanroque mice were cultured with or without SDMCs at a ratio of 2:1 for 48 h and assayed by FACS gated on PCs to detect apoptotic PCs. Floating bars (min to max, line at mean) represent percentages of apoptotic PCs. **(E)** Supernatants were assayed by ELISA to detect IgG. Results from 3 independent experiments are shown. **(F,G)** CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ subsets of SDMCs were separately sorted and co-cultured with PCs as in **(D)**. FACS profiles gated on PCs and plots displayed as means ± SDs are shown. **(H,I)** Sanroque mice were assayed by FACS to measure percentages of PCs, SDMCs and long-lived PCs in spleens, followed by correlation analysis. The data are representative of more than 3 independent experiments. *p < 0.05, **p < 0.01, and ***p < 0.001 by paired **(E)** or unpaired [all except **(E)]** Student's *t*-tests.

Because both SDMCs and PCs are located in extrafollicular areas of the spleen, the SDMCs may interact with PCs to affect their physiology. Our finding that sanroque mice had long-lived PCs that accumulated in their spleens during disease progression (Supplementary Figure 11) suggested that SDMCs might be implicated in this phenomenon. To examine this possibility, we sorted B220^lo^CD138^+^ PCs from sanroque mice, co-cultured them with autologous SDMCs in the presence or absence of LPS, and then assayed for apoptotic cells. The proportions of early and late apoptotic PCs (Annexin V^+^ 7-AAD^−^ and Annexin V^+^ 7-AAD^+^, respectively) were significantly reduced when SDMCs were added to the cultures regardless of the presence or absence of LPS (Figure 5D, Supplementary Figure 11). Consistent with this, supernatants of the cultures with SDMCs contained higher amounts of total IgG than those without SDMCs (Figure 5E). PC survival was promoted to similar extents by the CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ subsets of SDMCs (Figure 5F). Since myeloid cell leukemia 1 (MCL1), a prosurvival member of the BCL2 family, is essential for the survival of PCs (55), we measured MCL1 in PCs co-cultured with SDMCs and found that both CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ subsets of SDMCs upregulated the expression of MCL1 in PCs (Figure 5G). Finally, we found that the proportion of SDMCs was correlated not only with the proportion of PCs but also with the proportion of long-lived PCs within the whole PC population in sanroque mice (Figures 5H,I). These results taken together demonstrate that SDMCs promote the survival of PCs.

### SDMCs Produce BAFF to Promote Survival of PCs

The longevity of PCs is largely dependent on the presence of survival niches in their microenvironment. We hypothesized that SDMCs produce survival factors for PCs and thereby establish a niche in autoimmune spleens. *In silico* analysis revealed that SDMC and BM-derived MDSC subsets express many genes that encode PC survival factors at levels higher than do syngeneic WT B cells (Figure 6A). Interestingly, these genes could be roughly divided into two groups, depending on the cell type in which they were activated. 

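The genes of 12 survival factors for PCs were compared between Gr-1 hi and Gr-1 lo cells within each tissue. At an FC above 8 and an adjusted p below 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 were higher in Gr-1 hi and 2 higher in Gr-1 lo cells in SP, and 4 and 3 in BM. At an adjusted p of at most 0.05 whatever the FC, 11 of the 12 differed in each tissue, and 11 when adjusted over the list alone. *Tnfsf13* (ENSMUSG00000089669, chromosome 11 from 69682846 to 69685784) had a log2 FC between Gr-1 hi and Gr-1 lo cells of -4.73 (SE 0.21, adjusted p = 2.55e-07) in BM and -4.18 (SE 0.19, adjusted p = 7.05e-07) in SP by that test. *Tgfb1* (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077) had -1.10 (SE 0.11, adjusted p = 1.85e-05) in BM and -1.11 (SE 0.11, adjusted p = 2.49e-05) in SP. *Il18* had -0.39 (SE 0.19, adjusted p = 0.0894) in BM and -0.80 (SE 0.18, adjusted p = 0.00352) in SP by the same test. Also higher in Gr-1 lo cells were *Mmp19* (ENSMUSG00000025355, chromosome 10 from 128790910 to 128800824) (log2 FC -5.36 in BM and -4.27 in SP), *Il7* (ENSMUSG00000040329, chromosome 3 from 7569994 to 7613760) (-3.18 and -2.77) and *Spp1* (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) (-0.63 and -1.25). Between the tissues, *Mmp19* rose in SP Gr-1 hi by a log2 FC of 1.80, which was not called without library 5 (1.03), 9 (1.54) or 10 (1.90), nor on quantile-normalized TPM (1.03).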

The first group of genes was predominantly activated in CD11b^+^Gr-1^lo^ subsets, and encode TGF-β1, IL-18, APRIL (*Tnfsf13*), and more. The second group of genes, which was predominantly activated in CD11b^+^Gr-1^hi^ subsets, includes genes encoding CD44 and BAFF (*Tnfsf13b*).

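*Cd44* (ENSMUSG00000005087, chromosome 2 from 102811141 to 102901665) was higher in Gr-1 hi than in Gr-1 lo cells by a log2 FC of 1.85 (SE 0.08, adjusted p = 2.56e-07) in BM and 1.66 (SE 0.08, adjusted p = 8.90e-07) in SP, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Tnfsf13b* (ENSMUSG00000031497, chromosome 8 from 10006467 to 10039072) was higher in Gr-1 hi cells by 3.44 (SE 0.24, adjusted p = 2.82e-06) in BM and 2.21 (SE 0.22, adjusted p = 3.95e-05) in SP by the same test. It had 79.9 ± 7.61 CPM (SD, n = 2) in BM Gr-1 hi and 50.4 ± 18.4 CPM in SP Gr-1 hi, a log2 FC of -0.66 (SE 0.21, adjusted p = 0.0438) in the quasi-likelihood test. Without library 6 it was called lower in SP Gr-1 hi (log2 FC -1.17). The interaction of tissue and subset was -1.23 (SE 0.31, adjusted p = 0.0336) by the same test. *Mmp8* (ENSMUSG00000005800, chromosome 9 from 7558456 to 7568485), *Mmp9* (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850) and *Mmp25* (ENSMUSG00000023903, chromosome 17 from 23628311 to 23645277) were higher in Gr-1 hi cells by log2 FCs of 4.48, 8.21 and 5.89 in BM and 3.47, 7.84 and 4.42 in SP. *Mmp9* belongs to the list of mature neutrophil genes. *Mmp8* was called lower in SP Gr-1 hi than in BM Gr-1 hi, with a log2 FC of -1.26 (SE 0.25, adjusted p = 0.00740) in the quasi-likelihood test, and was not called without the filter on low counts (adjusted p = 0.0841). Over the alternatives its adjusted p ranged from 6.57e-07 to 0.0841. *Mmp25* was called lower in SP Gr-1 hi without library 6 (log2 FC -1.14), and *Mmp9* under RLE scaling (-1.01) and by DESeq2. *Cxcl12* (ENSMUSG00000061353, chromosome 6 from 117168535 to 117181367) had at most 2.12 CPM in any group. It was called lower in SP Gr-1 hi, with a log2 FC of -4.47, and in SP Gr-1 lo, where it had 1 count and a log2 ratio with 95% counting interval of -6.04 (-11.37 to -3.49). The call in SP Gr-1 lo was lost without library 8 (adjusted p = 0.150, quasi-likelihood test) or 11 (0.0716).

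**Figure D4:**
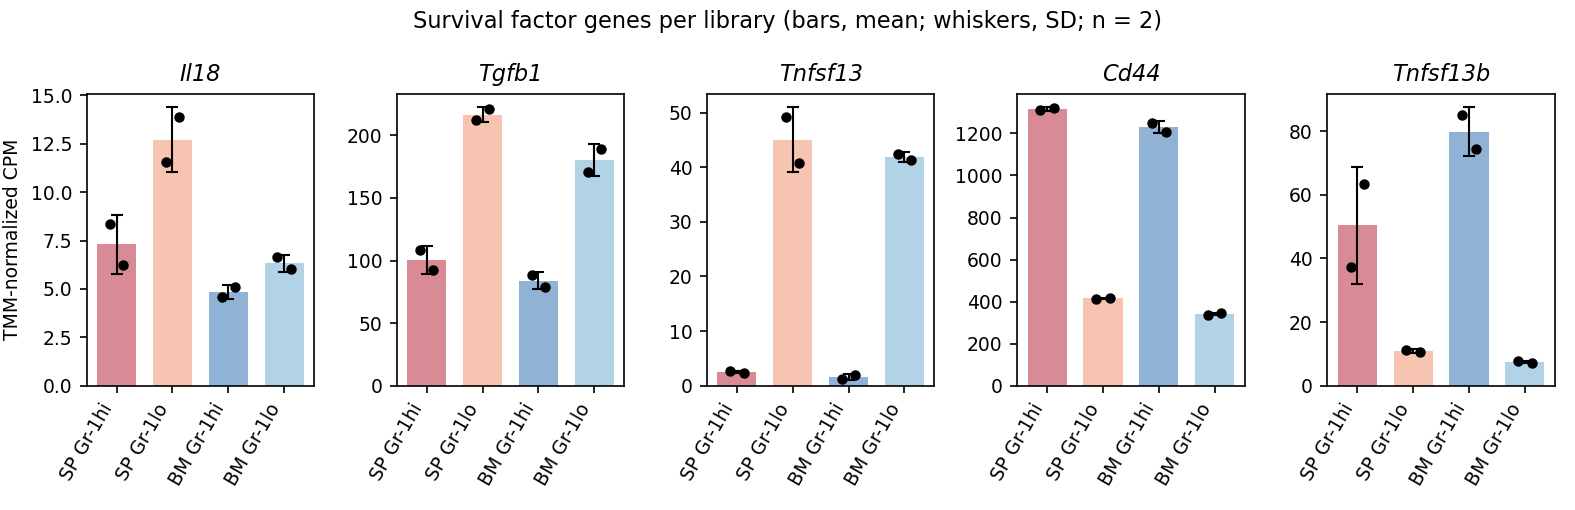
TMM-normalized CPM of *Il18*, *Tgfb1*, *Tnfsf13*, *Cd44* and *Tnfsf13b* in the 8 libraries (points), with the mean (bars) and SD (whiskers) of the 2 libraries of each group. *Tnfsf13b* averaged 79.9 CPM in BM Gr-1 hi, its highest group.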

**Figure 6:**
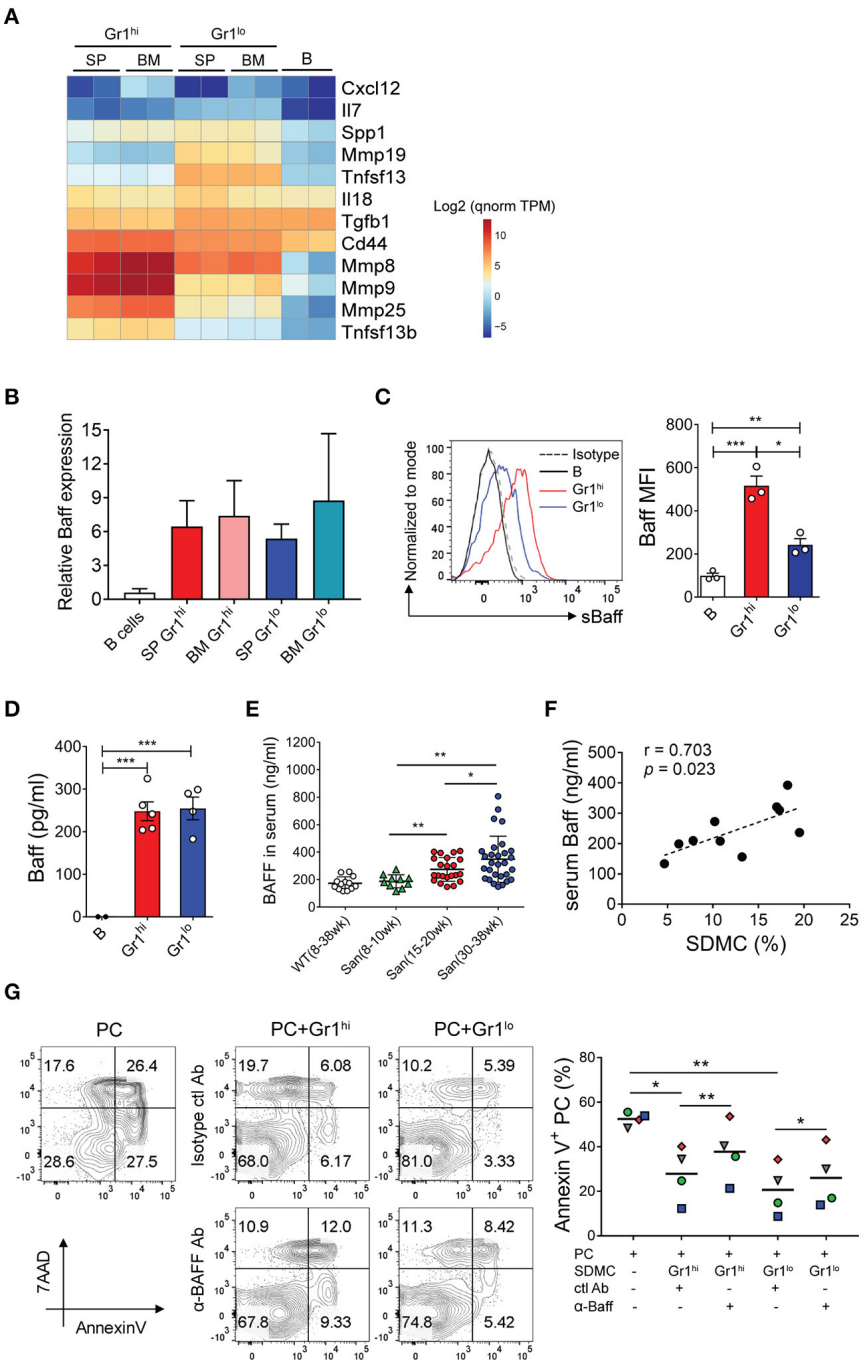
BAFF-mediated effects of SDMCs on PC survival. **(A)** Spleen- and BM-derived CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ cells from sanroque mice and WT CD19^+^ B cells were assayed by RNA-seq. Differentially-expressed genes which encode known PC survival factors are displayed as a heatmap. The quantile-normalized (qnorm) TPM values were scaled in the logarithm with base 2 and are presented based on the color-code in the legend. **(B)** These cells were assayed by quantitative RT-PCR. **(C)** The SDMC subsets were analyzed by FACS to detect surface BAFF. Representative FACS profiles and mean fluorescence intensities (MFI) are displayed as means ± SDs with symbols representing values of individual mice. **(D)** The SDMC subsets were cultured in the presence of 1 μg/ml LPS for 48 h and supernatants were assayed by ELISA to detect soluble BAFF. **(E)** Sera were collected from WT and sanroque mice at the indicated ages and analyzed by ELISA. **(F)** Serum levels of BAFF and percentages of SDMCs in sanroque mice were analyzed by correlation analysis. **(G)** CD11b^+^Gr-1^hi^ and Gr-1^lo^ subsets of SDMCs were separately sorted and co-cultured with PCs in the presence of anti-BAFF or isotype-matched control mAb, and assayed by FACS after 48 h. FACS profiles gated on PCs and plots indicating the values of individual samples with means (horizontal lines) are shown. The data are representative of 2 **(B)** or 4 **(C–G)** independent experiments. Each symbol represents an individual experiment. *p < 0.05, **p < 0.01, and ***p < 0.001 by paired **(G)** and unpaired **(C–E)** Student's *t*-test.

In view of the evidence that the emergence of splenic long-lived PCs coincides with upregulation of BAFF in patients with human autoimmune disease (14), we asked whether BAFF was the factor linking SDMCs and PCs. Consistent with the RNA-seq data, both CD11b^+^Gr-1^hi^ and CD11b^+^Gr-1^lo^ subsets derived from the spleen and BM of sanroque mice expressed 5 to 8-fold higher levels of BAFF mRNA than autologous B cells (Figure 6B). BAFF protein was detectable on the surfaces of both subsets of SDMCs and also in soluble form in culture supernatants (Figures 6C,D). Serum concentrations increased progressively with age only in sanroque not WT mice, so they became significantly different from 15 to 20 weeks of age (Figure 6E). Accordingly, the serum concentrations of BAFF correlated with the percentages of SDMCs in sanroque mice (Figure 6F). To test whether the effect of SDMCs on PC survival was mediated by BAFF, we added anti-BAFF neutralizing Ab to co-cultures of PCs with each subset of SDMCs. We found that the anti-BAFF Ab partially, but significantly, interfered with the effect of both subsets of SDMCs on PC survival (Figure 6G). Therefore, these results demonstrate that the mechanism by which SDMCs promote the survival of PCs includes the provision of BAFF to PCs in membrane-bound or soluble form.

### Selective Depletion of SDMCs Reduces Humoral Autoimmunity

To confirm the effect of SDMCs on autoantibody responses *in vivo* we took advantage of gemcitabine, which is known to specifically delete Gr-1^+^ cells (32, 56). We treated disease-established sanroque mice with gemcitabine or vehicle for 1 week and assessed Ab responses. We confirmed first that gemcitabine treatment significantly reduced the frequency of CD11b^+^Gr-1^+^ cells in the spleen (Figure 7A). Gr-1^+^ cells almost disappeared in the spleens of gemcitabine-treated mice observed by fluorescence microscope (Figure 7B). This reduction seemed to be specific, because the relative sizes of T and B cell populations were not altered (Figure 7C). Importantly, the proportions and numbers of B220^lo^CD138^+^ PCs and B220^+^FAS^+^GL7^+^ GC B cells were dramatically decreased in the spleens of gemcitabine-treated mice (Figure 7D). Consistent with this, titers of total IgG and anti-dsDNA IgG Ab were also significantly decreased by gemcitabine treatment (Figures 7E,F). Cells secreting anti-dsDNA IgG were significantly fewer in the spleens of gemcitabine-treated mice than in those of PBS-treated mice (Figure 7G). The BM contained ~8 times fewer cells secreting this Ab, with no difference between the two groups. These results suggested that depletion of SDMCs resulted in dampened Ab responses, but the potential cytotoxic effect of gemcitabine on rapidly proliferating GC B cells could not be ruled out in this system.

**Figure 7:**
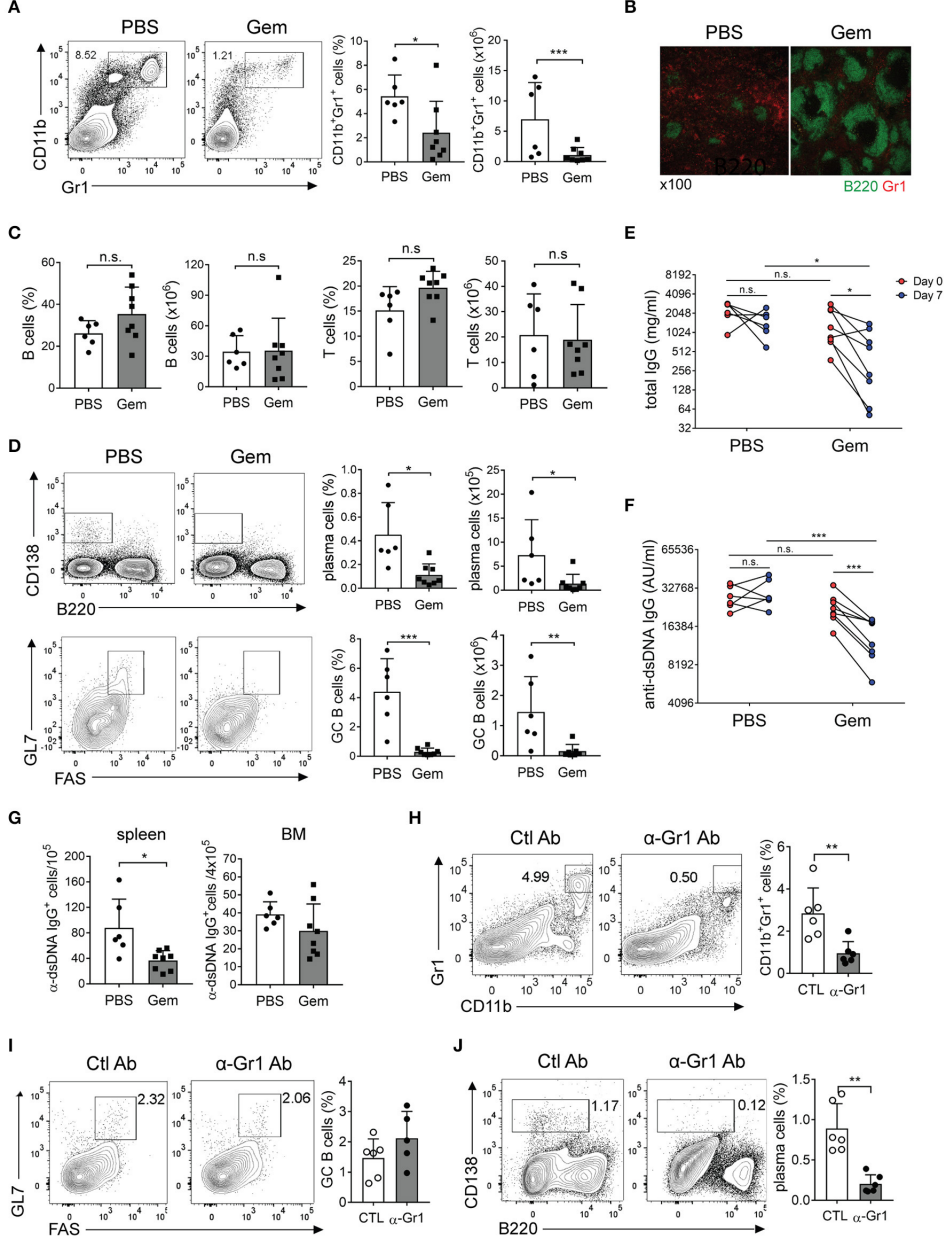
The effect of Gr-1^+^ cell depletion on humoral autoimmunity. **(A–G)** Sanroque mice were injected with gemcitabine (Gem) or PBS and assayed *post-mortem*. **(A)** Representative FACS profiles and plots displaying percentages and numbers of Gr-1^+^ cells are shown. **(B)** Spleen sections were examined by fluorescence confocal microscopy. Original magnification, ×100. **(C)** Percentages and absolute numbers of splenic B and T cells. (D) Representative FACS profiles with percentages of PCs (B220^−^CD138^+^) among total splenocytes, and GC B cells (GL7^+^FAS^+^) among B cells, are shown. **(E,F)** Sera collected on days 0 and 7 were analyzed by ELISA to measure levels of total and anti-dsDNA IgG Abs. **(G)** Splenocytes and BM cells were assayed by ELISPOT to determine numbers of anti-dsDNA-specific IgG Ab-secreting cells. **(H–J)** Disease-induced SKG mice were injected with anti-Gr-1 Ab or isotype-matched control Ab for 4 weeks and assayed by FACS. Representative FACS profiles with percentages of indicated cells are shown. Data are pooled from 2 repeat experiments and displayed as means ± SDs with symbols indicating individual mice. *p < 0.05, **p < 0.01, and ***p < 0.001 by paired **(E,F)** or unpaired (the others) Student's *t*-tests. San, sanroque.

To rule out this possibility, we conducted additional experiments using Ab-mediated depletion methods. SKG mice at the early autoimmune phase were repetitively injected with anti-Gr-1 Ab for 4 weeks, which was sufficient to significantly reduce the fraction of Gr-1^+^ cells without altering the frequency of GC B cells (Figures 7H,I). Importantly, treatment of anti-Gr-1 Ab significantly reduced the proportion of B220^−/lo^CD138^hi^ PCs (Figure 7J). Thus, these results further support the idea that SDMCs play a role in exacerbating Ab-mediated autoimmunity.

## Discussion

We have shown above that SDMCs expand *in situ* during the progression of autoimmune disease and exacerbate autoimmunity. Phenotypically, SDMCs are a mixture of G-MDSCs and M-MDSCs in which proinflammatory signals are more strongly activated than in their BM counterparts. They seem to develop in the spleen through extramedullary myelopoiesis and then acquire pathological phenotypes. These processes may occur because the milieu is rich in cytokines, such as GM-CSF, IL-6, and IFN-γ, produced in part by CD4^+^ T cells. Functionally, although the spleen-derived MDSCs fit the definition of that term, namely they are “suppressive” to the proliferation of T cells, we found that they are much more than their name suggests. Surprisingly, they promote the differentiation of CD4^+^ T cells to IFN-γ-secreting Th1 cells and humoral effector Tfh cells. Given that IFN-γ signals are crucial for the pathologic activation of MDSCs, the SDMCs seem to license CD4^+^ T cells to be potent stimulators of their pathologic conversion. In addition, since IFN-γ signals can activate autoreactive B cells (57, 58), the SDMC-Th1 axis may indirectly contribute to autoantibody responses. Apart from elevating Ab responses through Tfh cells, SDMCs directly interact with B cells and PCs to increase their pathologic status. The B cells that have interacted with SDMC upregulate B7 costimulators and give rise to more numerous IgG^+^ post-switched cells, while the PCs acquire longer life spans in a process that is partially dependent on the provision of BAFF by the SDMCs. Thus, *in situ* crosstalk between the myeloid-derived cells and diverse lymphoid-derived humoral effector cells underpins the progressive exacerbation of autoimmunity, as depicted in Figure 8. Our evidence that breaking this inflammatory circuit by depleting SDMCs attenuates autoimmunity further supports this idea.

**Figure 8:**
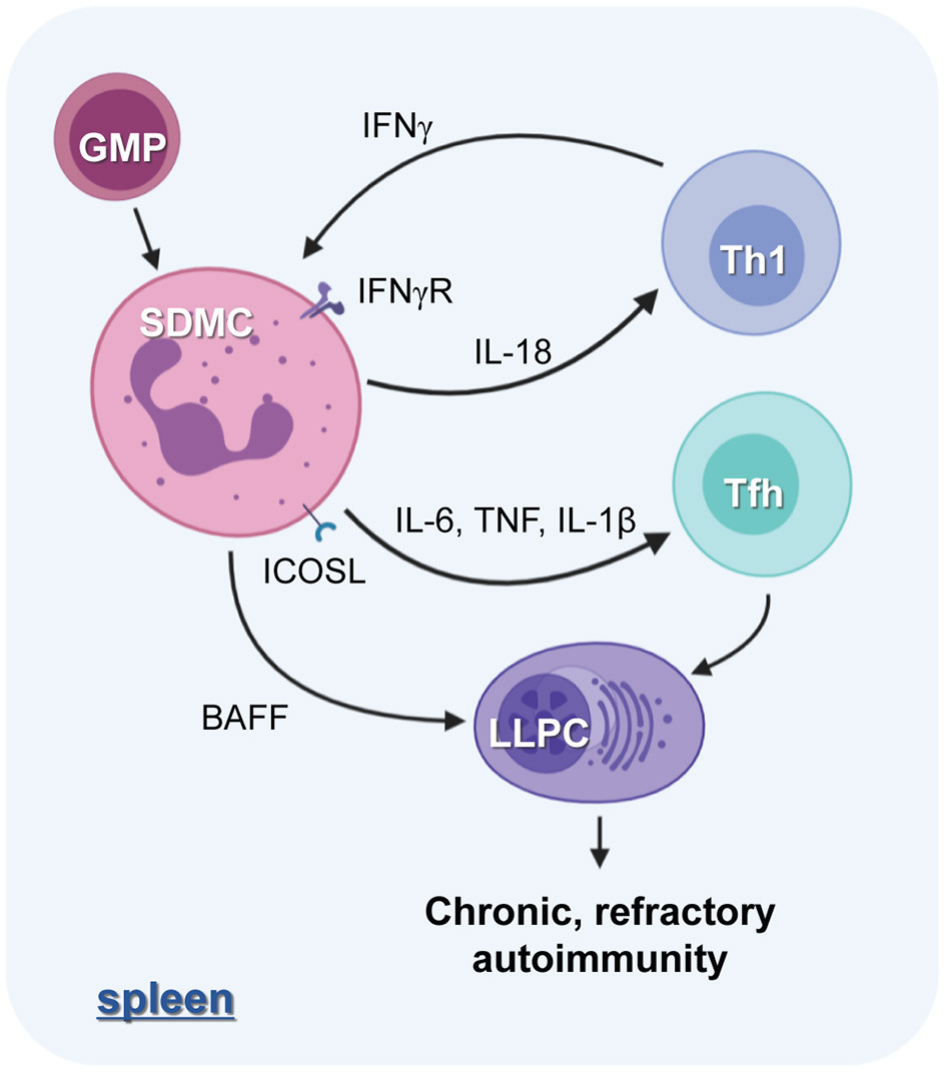
The role of SDMCs in lupus autoimmunity. The proinflammatory cytokine milieu of the spleens of disease-established sanroque mice promotes the *in situ* expansion and pathologic activation of SDMCs. The SDMCs promote the development of Th1 and Tfh cells. Th1 cells, in turn, exert positive feedback on the emergence of SDMCs, and the Tfh cells are required for the development of long-lived PCs (LLPCs). SDMCs directly support the maintenance of LLPCs by providing BAFF, and the LLPCs cause the disease to be chronic and refractory to cytostatic treatments.

In contradiction to our results, most previous studies have demonstrated suppressive effects of MDSCs on the differentiation of Th1 and Tfh cells. Specifically, splenic MDSCs suppressed the differentiation of Th1 cells in murine models of pristane-induced lupus, collagen-induced arthritis and experimental autoimmune encephalomyelitis (EAE); they also inhibited the differentiation of Tfh cells in (NZBxNZW)F1 mice and mice infected with Japanese encephalitis virus (20, 30, 32–34). The effects of MDSCs on B cells are even more controversial since MDSCs have been found to be suppressive in young male (NZBxNZW)F1 mice, collagen-induced arthritic mice, and EAE-established mice, and supportive in old male and female (NZBxNZW)F1 mice and tumor-bearing mice (20, 31, 35, 36, 59). Our results obtained in the context of *in vitro* B cell culture are in line with the latter findings.

There are several possible explanations for this discrepancy. First, it may be due to the heterogeneous nature of MDSCs. Despite its subdivision into two major subsets, the MDSC population is composed of a continuum of immature myeloid cells with diverse phenotypes and activities. The cellular composition of MDSCs could differ depending on the experimental system, and this might lead to diverse outcomes. Second, due to their phenotypic similarity, it is difficult to discriminate MDSCs from neutrophils and monocytes, and so the identities of cells used in different studies may be different. For example, splenic CD11b^+^Ly6G^hi^ cells that emerged in the same murine lupus model were identified as neutrophils or G-MDSCs in two different studies (27, 59). Because G-MDSCs and neutrophils are functionally distinct (26, 27, 60), we reasoned that discrimination between them was important, and we performed transcriptome analyses that revealed that the SDMCs were authentic MDSCs, not neutrophils or monocytes. Finally, the functional diversity may reflect the plastic nature of MDSCs (61). A good example comes from (NZBxNZW)F1 mice, in which CD11b^+^Gr-1^lo^ cells are suppressive to the development of Tfh cells at early times, but later promote the development of PCs (20, 59). Our data showed that the SDMCs have a transcriptome profile different from BM-derived MDSCs, thus illustrating a further kind of MDSC plasticity. Specifically, the SDMCs displayed a more proinflammatory phenotype with enhanced responses to cytokines such as TNF, IFN-α, IFN-γ, IL-6, and IL-2. In this regard, we speculate that this phenotype is evoked by the proinflammatory cytokine milieu of the spleen.

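Reactome pathways for IL-2 and IL-6 signaling were tested by camera after the other lists had been seen. They hold other genes than the hallmark sets of the study, which were not analysed here. The 39 genes of IL-2 signaling had a median log2 FC of 0.07 between the Gr-1 lo subsets, with 26 higher in spleen (adjusted p = 0.00741, camera), and 0.05 between the Gr-1 hi subsets (adjusted p = 0.815, camera). Their mean was 0.42 in Gr-1 lo and 0.28 in Gr-1 hi cells. The 9 genes of IL-6 signaling had medians of 0.15 and 0.35, with 7 and 6 genes higher. Camera gave an adjusted p of 0.370 in each subset, and fry 0.0439 and 0.0182.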

In support of this idea, we found that lupus-established sanroque mice overexpress GM-CSF, IL-6, and IFN-γ in their spleens, and CD4^+^ T cells are in part responsible for their production. Given that these cytokines were found to be crucial for triggering the expansion (GM-CSF and IL-6) or pathologic activation (IFN-γ and IL-6) of MDSCs in studies with tumor tissue or BM stroma (24, 25), the splenic microenvironment of sanroque mice may be sufficient to serve as a niche for SDMCs. Inside the niche, splenic extramedullary myelopoiesis may be abnormally activated and thus biased toward the MDSC fate rather than the mature cell fate as in classical myelopoiesis. In this regard, we postulate that the SDMCs originate from the spleen rather than migrating from the BM. The positive feedback loop that we identified between SDMCs and CD4^+^ T cells may act as the driving force for this process.

Although SDMCs are distinct from typical neutrophils, they are reminiscent of aberrant subsets of neutrophils in some aspects, which are enriched in the spleens of patients with SLE. One example is a subset of low-density granulocytes (LDGs) (62), in which phagocytic capacity is impaired and the cytotoxicity to endothelial cells is mediated by type I IFNs. LDGs have a proinflammatory phenotype along with the capacity to synthesize IFN-α, and these features were also shown in the Gr-1^lo^ subset of SDMCs. Nevertheless, the Gr-1^lo^ SDMC does not exactly phenocopy the LDG, since the former has a CD86^+^MHCII^+^CD115^+/low^ phenotype, while the later has a CD86^−^MHCII^−^CD115^−^ phenotype. Moreover, cellular compositions based on nuclear morphology are different; the majority of the former and the latter has a monocyte- and PMN-like appearance, respectively. We also need to check out whether Gr-1^hi^ SDMCs are a murine model of human splenic neutrophils, so-called marginal zone B cell-helper neutrophils (N_BH_) (63). These cells were identified at peri-marginal zone areas of spleen in humans under homeostatic conditions, but widely infiltrated into diverse areas of spleen at pathologic states including SLE. We found some functional similarities between Gr-1^hi^ SDMCs and N_BH_, such as functioning as B cell helpers by providing BAFF and suppressing proliferation of CD4^+^ T cells. However, there are many differences between two populations. For example, N_BH_ are derived from circulating neutrophils—after homing to spleen, they are reprogrammed to N_BH_ in a manner dependent on sinusoidal endothelial cells. However, Gr-1^hi^ SDMCs appear to emerge *in situ* from splenic myeloid progenitors. The suppressive mechanism is contact-independent and -dependent in N_BH_ and Gr-1^hi^ SDMCs, respectively. Most importantly, we have revealed that Gr-1^hi^ SDMCs prolong the lifespan of PCs, which was not elucidated as a role of N_BH_.

How can SDMCs promote the differentiation of CD4^+^ T cells into Th1 and Tfh cells? The underlying mechanism remains largely unknown, but our transcriptome and gene expression analyses may provide one clue to the answer. Because SDMCs highly expressed molecules known as inducers of Th1 cells (IL-18) and Tfh cells (IL-6, IL-1β, TNF, and ICOSL) (64–67), we reasoned that part of the mechanism should be made up by those molecules. Indeed, the data demonstrating the effect of anti-IL-18 Ab on SDMC/T co-culture supported this idea. 

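*Il6* (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) did not pass the filter on low counts and was not tested. Its mean was 0.186 CPM in SP Gr-1 hi, 0.0964 in SP Gr-1 lo, 0.329 in BM Gr-1 hi and 0.128 in BM Gr-1 lo libraries. *Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) had 8.44 ± 4.23 CPM in BM Gr-1 lo and 47.2 ± 29.4 in SP Gr-1 lo (SD, n = 2), a log2 FC of 2.48 (SE 0.54, adjusted p = 0.0580) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the Gr-1 hi subsets it went from 1112 ± 268 to 3323 ± 265 CPM, a log2 FC of 1.58 (SE 0.51, adjusted p = 0.0572) by the same test. *Il1b* belongs to the lists of mature neutrophil genes and of TNF and NF-kB response genes. It was called in both subsets by DESeq2, on quantile-normalized TPM and with upper-quartile scaling. It was also called in Gr-1 lo without library 7 (adjusted p = 0.0143, quasi-likelihood test) and in Gr-1 hi without library 7 (0.0202) or 8 (0.0207) and in a fit of the 4 libraries compared (0.00359). Over the alternatives the adjusted p ranged from 0.000574 to 0.224 in Gr-1 lo and from 0.00359 to 0.239 in Gr-1 hi. *Tnf* (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) had a log2 FC of 0.75 (SE 0.27, adjusted p = 0.174) in Gr-1 lo and -0.74 (SE 0.26, adjusted p = 0.0626) in Gr-1 hi cells by the quasi-likelihood test. Without library 6 it was called lower in SP Gr-1 hi (-1.36, adjusted p = 0.000273). *Icosl* (ENSMUSG00000000732, chromosome 10 from 78069302 to 78083913) had log2 FCs of -0.09 and -0.35. These values compare RNA of spleen-derived cells with that of BM-derived cells. The paper compared IL-1β, TNF and IL-6 of SDMCs with autologous B cells, and measured ICOSL by FACS. No B cell library and no protein was analysed here, so those results were not tested. Of the 5 genes for these inducers, 4 were tested. At an adjusted p of at most 0.05 whatever the FC and direction, 1 passed in Gr-1 lo and 2 in Gr-1 hi, and 3 and 4 when adjusted over the list alone.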

Whether the other molecules are indeed involved in the mechanism is currently under investigation.

We and others have provided evidence that long-lived PCs accumulate in the spleens of autoimmune mice, and are deleterious because of their persistent Ab production and resistance to cytostatic treatment (11). Furthermore, we have revealed that cell-autonomous mechanisms lead them to survive under immune complex-rich milieu and proteotoxic states and to establish a positive feedback loop with Tfh cells (11, 15, 16). Nevertheless, little is known about the types of cells that are required to support the survival of splenic PCs, as eosinophils are needed for BM long-lived PCs (68). Here we found that SDMCs are the key providers of PC survival factors including BAFF. Therefore, we propose that SDMCs are the cells contributing to the establishment of a niche for the long-term survival of PCs in autoimmune spleens. Interestingly, this result is consistent with previous reports that the accumulation of splenic long-lived PCs was associated with local production of BAFF in the spleens of patients with autoimmune disease (14, 69). We reasoned that IFN-α-triggerred signals would be involved in the induction of BAFF by SDMCs, because IFN-α can induce BAFF expression in myeloid cells *in vitro* (70), and genes related to IFN-α signals are highly activated in both the G-MDSC and M-MDSC subsets of SDMCs, according to our transcriptome analysis. 

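Among the interferon-stimulated genes, the 2 with the highest mean CPM over the SP libraries were *Gbp2* (ENSMUSG00000028270, chromosome 3 from 142620602 to 142638008) and *Oasl2* (ENSMUSG00000029561, chromosome 5 from 114896936 to 114912234). Between the Gr-1 hi subsets their log2 FCs were 2.05 (adjusted p = 0.0757) and 0.94 (adjusted p = 0.00676) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the Gr-1 lo subsets they were 0.82 and 0.62. The interaction of tissue and subset for the whole list had a median of 0.46, with 33 of 40 genes rising more in Gr-1 hi (adjusted p = 0.0624, camera with Benjamini-Hochberg adjustment). It passed the threshold with upper-quartile scaling (median 0.50, adjusted p = 0.0473, camera), without the filter on low counts (0.43, adjusted p = 0.00401) and without library 8 (0.58), 10 (0.63) or 11 (0.68). Over the alternatives its adjusted p ranged from 1.74e-05 to 0.819.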

We thus have provided what we believe to be the first evidence of a physical and functional link between SDMCs (i.e., spleen-derived MDSCs) and PCs. Our result also suggests that interventions targeting the SDMCs could provide a new therapeutic strategy for removing long-lived splenic PCs that are resistant to cytotoxic drugs.

In conclusion, we have shown, first, that during lupus progression SDMCs emerge via splenic extramedullary myelopoiesis and undergo pathologic activation *in situ*. Second, SDMCs and CD4^+^ T cells establish an inflammatory positive feedback loop. Finally, SDMCs amplify autoantibody responses by supporting Tfh cell induction, B cell activation, and PC survival. Thus, our study provides insight into the mechanisms by which humoral immunity is hyperactivated in systemic autoimmune diseases.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161850.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Hanyang University.

## Author Contributions

EJ and SC performed experiments and prepared figures. EJ and JY designed experiments and interpreted data. SP and J-WN analyzed RNA-seq data and interpreted the results. EJ, J-WN, and JY wrote the manuscript. JY supervised the study. All authors reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

7-AAD: 7-aminoactinomycin D
BAFF: B-cell activating factor of the TNF family
C/EBP: CCAAT/enhancer-binding protein
DEG: differentially expressed gene
dsDNA: double-stranded DNA
FC: fold change
GC: germinal center
G-MDSC: granulocytic myeloid-derived suppressor cell
GMP: granulocyte-macrophage progenitor
iNOS: inducible nitric oxide synthase
LT-HSC: long term-hematopoietic stem cell
mAb: monoclonal antibody
MCL1: myeloid cell leukemia 1
MDSC: myeloid-derived suppressor cell
MEP: megakaryocyte-erythrocyte progenitor
M-MDSC: monocytic myeloid-derived suppressor cell
MPP: multipotent progenitor
PC: plasma cell
RNA-seq: RNA sequencing
SDMC: spleen-derived CD11b^+^Gr-1^+^ myeloid cell
SLE: systemic lupus erythematosus
Tfh: follicular helper T
WT: wild-type.

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 1

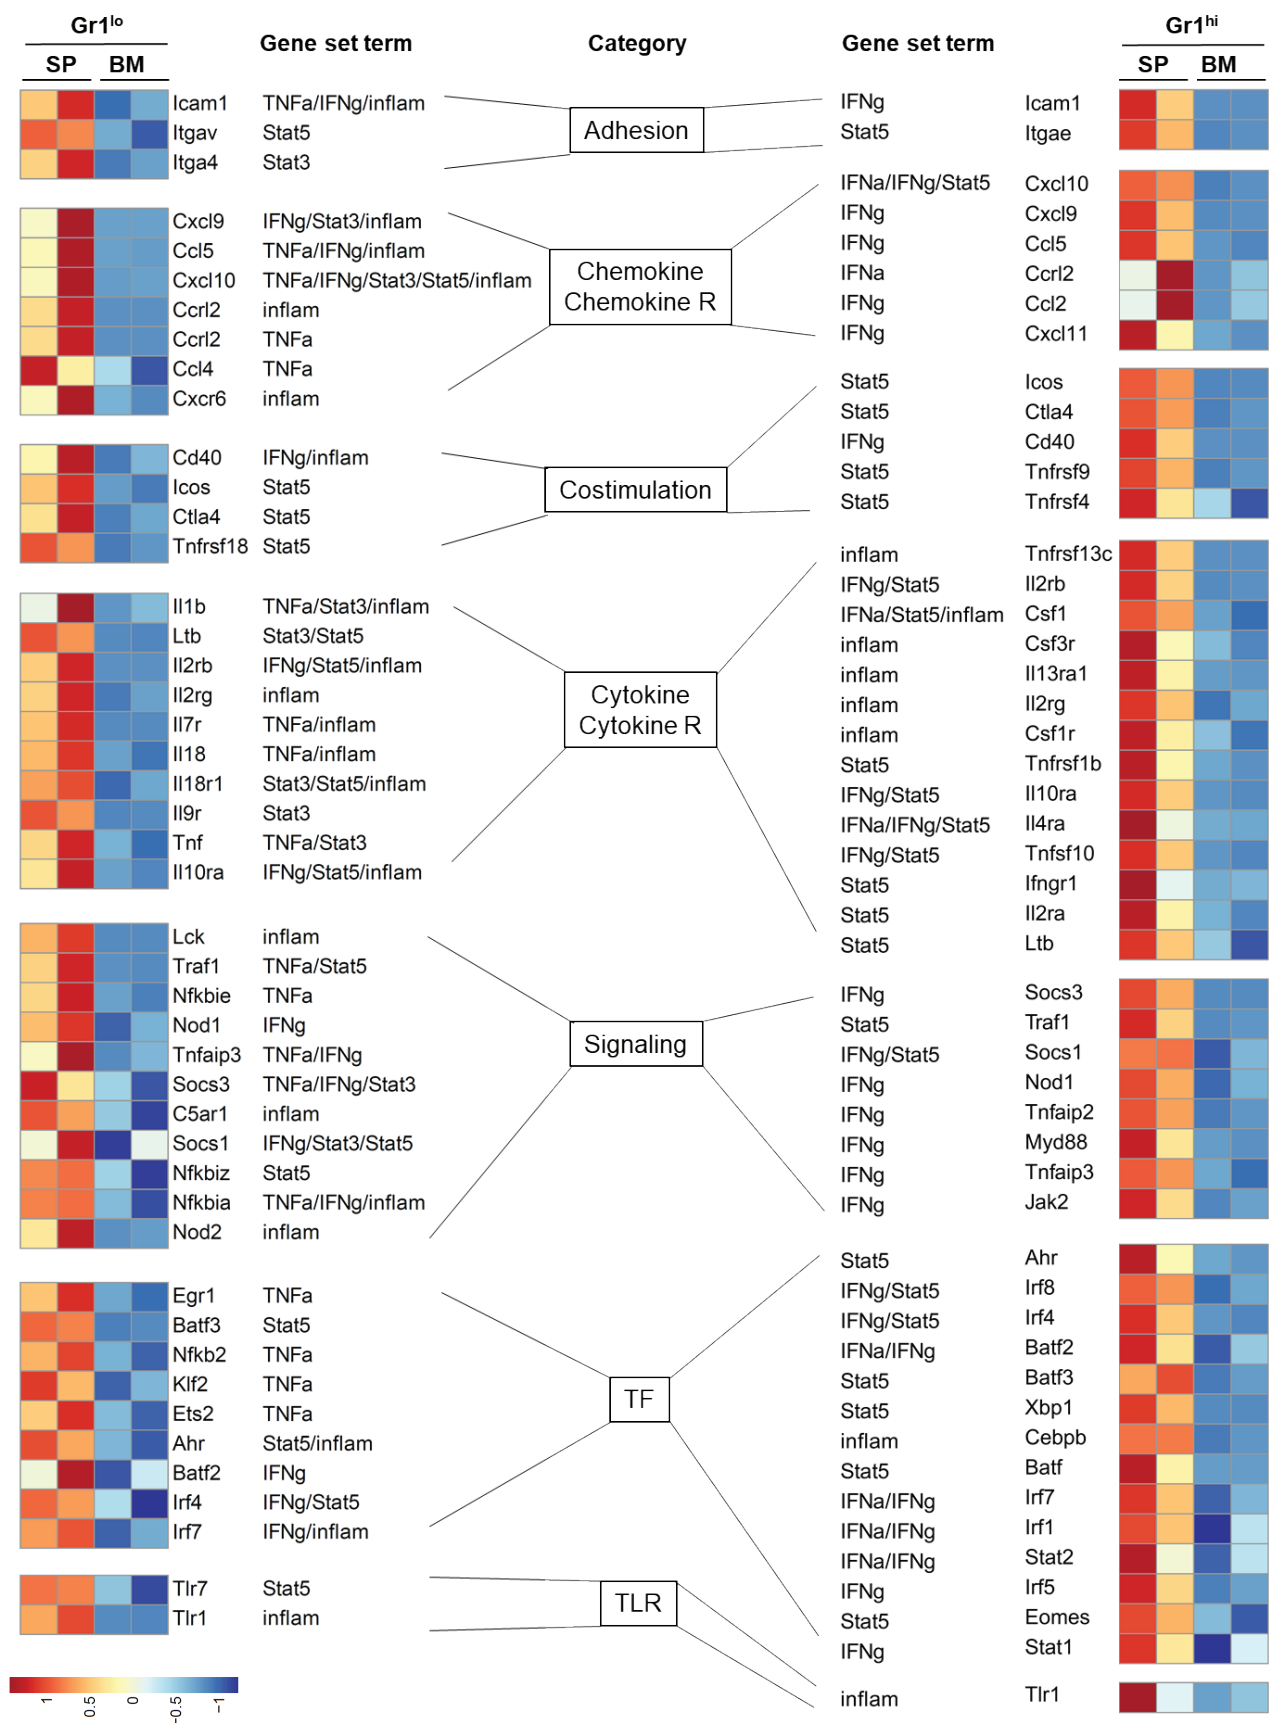

**Fig. S1. RNA-seq data of SDMCs.** Heatmaps of upregulated genes in Gr-1<sup>lo</sup> and Gr-1<sup>hi</sup> SDMCs compared to BM-derived counterparts. The genes are included in the significantly enriched gene set terms in GSEA. The enriched gene set terms include IFN- $\alpha$  response (IFNa), IFN- $\gamma$  response (IFNg), IL-2-STAT5 signaling (STAT5), TNF- $\alpha$  signaling via NF- $\kappa$ B (TNFa), inflammatory response (inflam), IL-6-JNK-STAT3 signaling (STAT3). The genes are also categorized according to modes of their activities. R, receptor; TF, transcription factor.

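All 45 genes that the heatmaps show for Gr-1 lo cells were higher in SP Gr-1 lo than in BM Gr-1 lo libraries, with a median log2 FC of 1.11 and a lowest one of 0.57. Of these, 23 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an FC of at least 2, and 28 when adjusted over the list alone. All 50 genes shown for Gr-1 hi cells were higher in SP Gr-1 hi than in BM Gr-1 hi libraries, with a median log2 FC of 1.75 and a lowest one of 0.56. There, 36 were DEGs, and 36 when adjusted over the list alone. The study chose these genes on the same libraries, so the values are not independent evidence. Of the genes for Gr-1 lo cells, 9 encode receptors or other proteins of lymphocytes, or belong to a list of genes for a cell type or stage. Their DEGs were *Icos* (ENSMUSG00000026009, chromosome 1 from 60977927 to 61000320), *Ctla4* (ENSMUSG00000026011, chromosome 1 from 60887000 to 60915832), *Lck* (ENSMUSG00000000409, chromosome 4 from 129548344 to 129573641), *Il7r* (ENSMUSG00000003882, chromosome 15 from 9505788 to 9530176), *Il2rb* (ENSMUSG00000068227, chromosome 15 from 78479256 to 78495271), *Cxcr6* (ENSMUSG00000048521, chromosome 9 from 123806475 to 123811760) and *Tnfrsf18* (ENSMUSG00000041954, chromosome 4 from 156026164 to 156028895), with log2 FCs of 4.20, 3.98, 3.68, 3.27, 2.77 and 1.25 apart from *Ctla4*, which had 3 counts in BM Gr-1 lo and a log2 ratio with 95% counting interval of 4.95 (3.37 to 7.25). *Ccrl2* (ENSMUSG00000043953, chromosome 9 from 111054486 to 111057519) and *Il1b* were not called. Of the genes for Gr-1 hi cells, 11 are of this kind, counting *Eomes*, which encodes a transcription factor. Their DEGs were *Ccrl2*, *Icos*, *Ctla4*, *Il2rb*, *Tnfrsf9* (ENSMUSG00000028965, chromosome 4 from 150914562 to 150946102), *Tnfrsf13c* (ENSMUSG00000068105, chromosome 15 from 82221743 to 82224369) and *Eomes* (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132), with log2 FCs of 2.14, 5.43, 4.57, 2.97, 5.16 and 2.96 apart from *Tnfrsf9*, and the monocyte genes *Csf1r* and *Irf8*. *Tnfrsf9* had 2 counts in BM Gr-1 hi and a log2 ratio with 95% counting interval of 5.64 (3.75 to 8.70).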

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 2

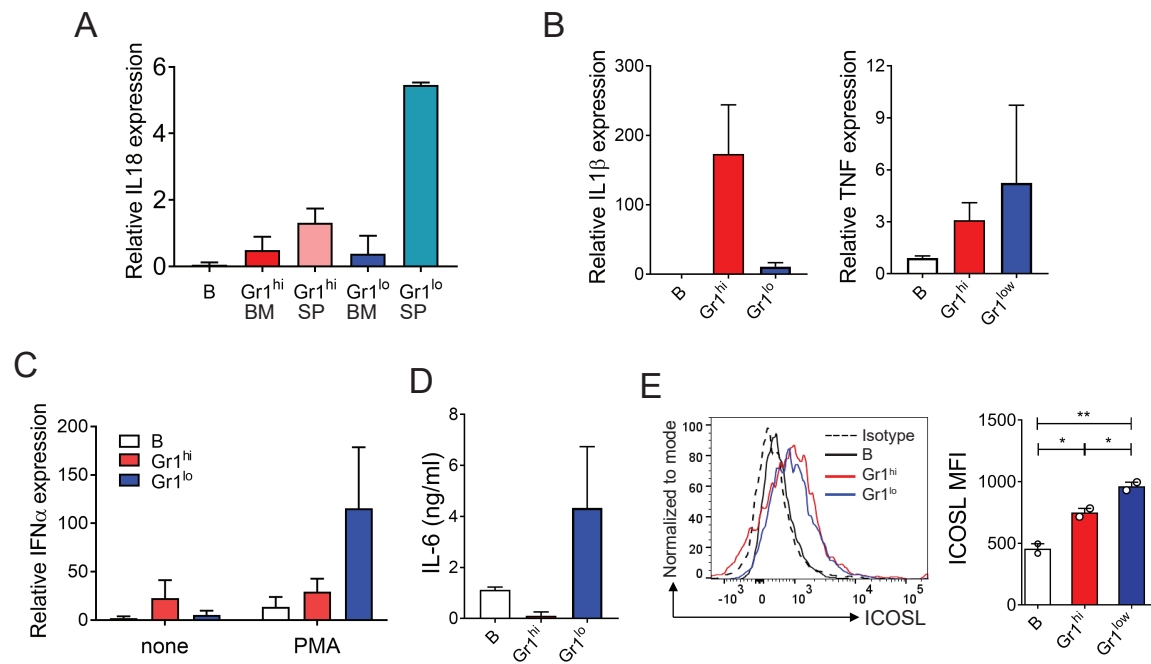

**Fig. S2. Upregulation of proinflammatory molecules in SDMCs.** Gr-1<sup>hi</sup> and Gr-1<sup>lo</sup> SDMC subsets and autologous B and BM counterpart cells were sorted and assayed by qRT-PCR (A and B) and FACS (E). The sorted cells were cultured with or without 20 ng/ml PMA for 3 hours and assayed by qRT-PCR (C). The sorted cells were cultured in the presence of 2  $\mu$ g/ml LPS for 48 hours and assayed by ELISA (D).

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 3

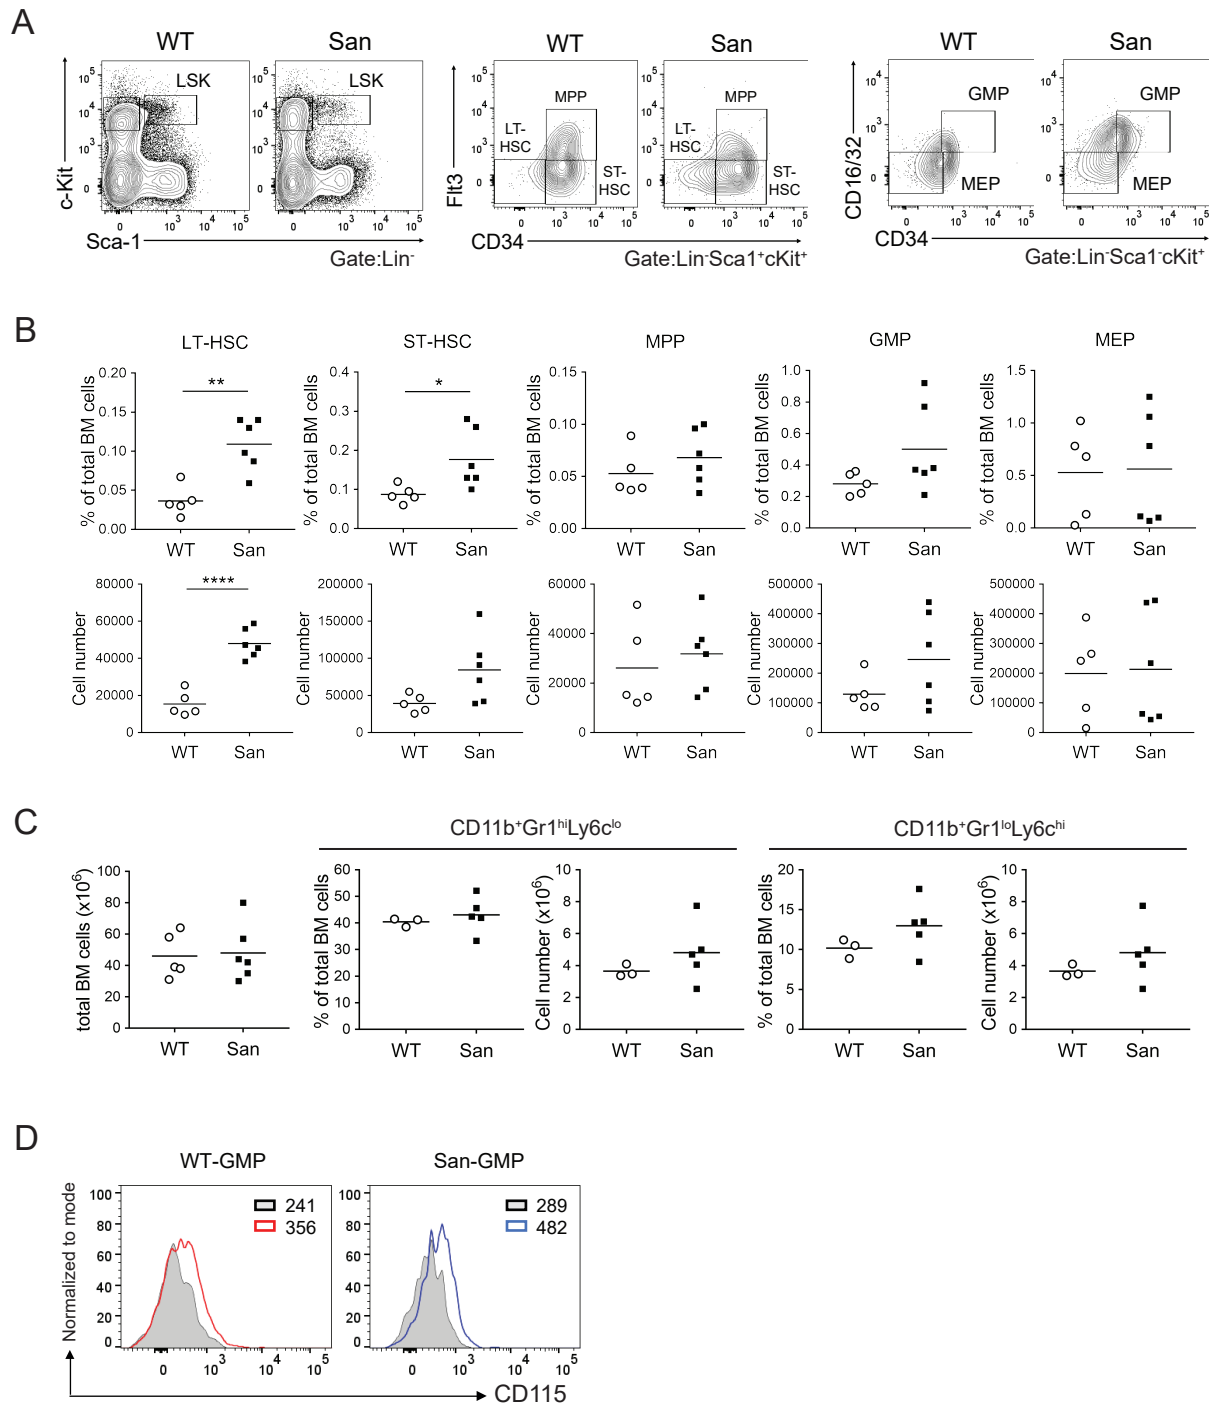

**Fig. S3. BM cellularity of sanroque mice and CD115 expression in splenic GMPs.** (A-C) BM cells from sanroque mice and their WT littermates were assayed by FACS. Representative FACS profiles (A) and percentages and numbers of the indicated cell populations are shown with symbols representing individual mice and horizontal bars representing mean values (B and C). There was no difference in BM cellularity between sanroque mice and their WT littermates. (D) Splenic GMPs from sanroque mice and their WT littermates were assayed by FACS to detect CD115. Representative histograms with mean fluorescence intensities are shown. Gray filled histograms display isotype control staining. The level of CD115 was not significantly different between two groups. \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\*\* $p < 0.0001$  by Student's  $t$ -tests. San, sanroque.

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 4

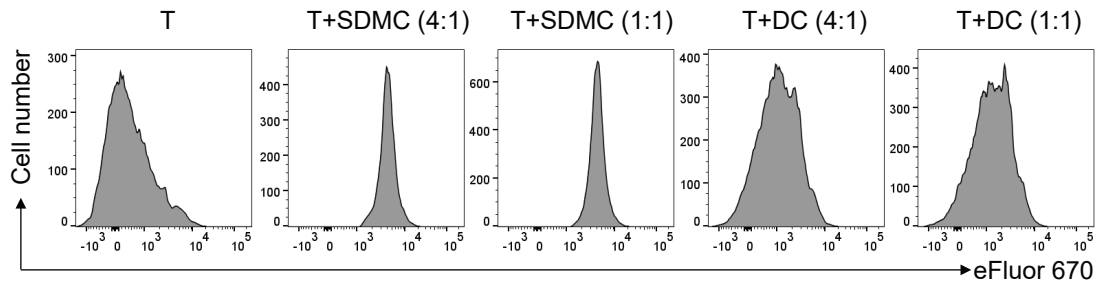

**Fig. S4. Functional difference between SDMC and splenic DC.** CD4<sup>+</sup> T cells were labeled with eFluor 670, stimulated with anti-CD3 and anti-CD28 Abs in the presence or absence of SDMCs or DCs from sanroque mice at the indicated ratios for 3 days, and assayed by FACS.

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 5

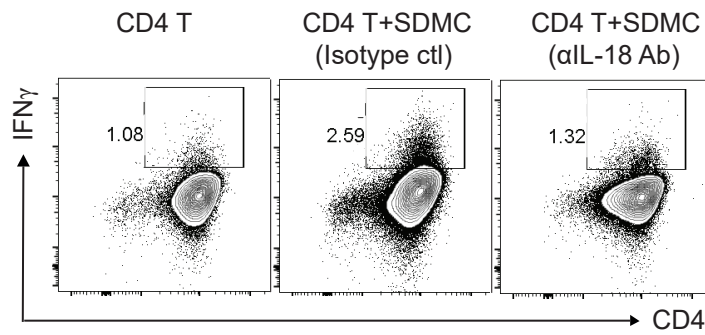

**Fig. S5. IL-18 produced by SDMC induces IFN $\gamma$  production by CD4 T cells.** CD4<sup>+</sup> T cells were stimulated with anti-CD3 and anti-CD28 mAbs in the presence or absence of SDMCs from sanroque mice. Neutralizing Ab to IL-18 or isotype-matched control Ab was added to the culture. The resultant cells were assayed by intracellular FACS. Representative FACS profiles are shown.

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 6

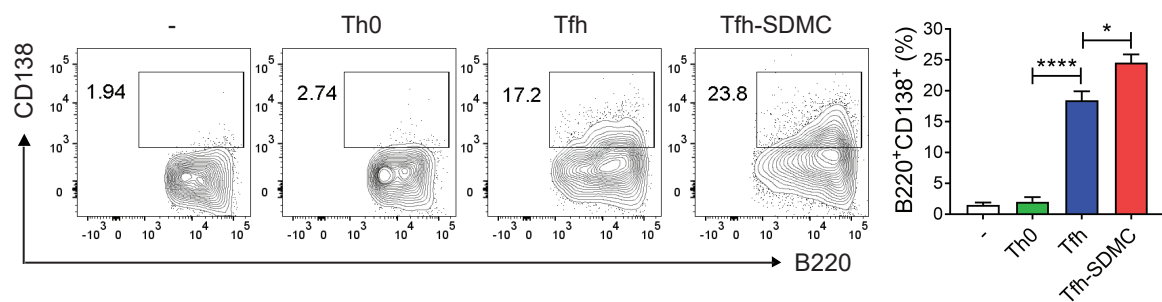

**Fig. S6. SDMCs license CD4<sup>+</sup> T cells to be effective helpers for B cell differentiation into PCs.** CD4<sup>+</sup> T cells were cultured under Th0 or Tfh-polarizing conditions in the presence or absence of SDMCs, cocultured with syngeneic B cells in the presence of anti-IgM and IL-4 and assayed by FACS. Data are representative of 3 independent experiments. The B cells gave rise to CD138<sup>+</sup> PCs most efficiently when stimulated with CD4<sup>+</sup> T cells cultured under Tfh-polarizing conditions in the presence of SDMCs. \* $p < 0.05$  and \*\*\*\* $p < 0.0001$  by Student's *t*-tests.

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 7

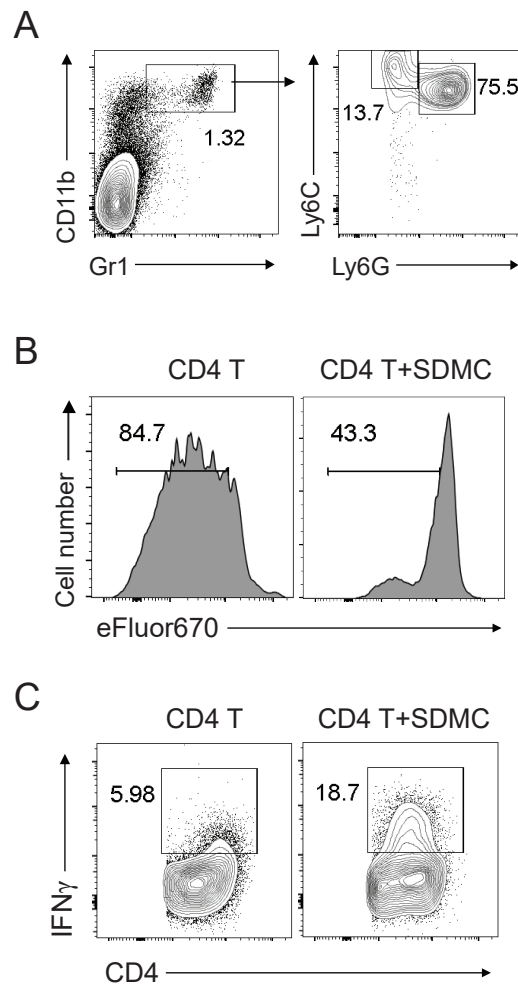

**Fig. S7. SDMCs from MRL<sup>lpr</sup> mice promote the differentiation of CD4<sup>+</sup> T cells to Th1 cells, while retaining their suppressive activity.** (A) Spleen cell from approximately 20-wk-old female MRL<sup>lpr</sup> mice were assayed by FACS. FACS profiles gated on whole live cells and percentages of cells within the indicated areas are shown. (B) CD4<sup>+</sup> T cells from MRL<sup>lpr</sup> mice were stained with eFluor 670 and stimulated with anti-CD3 and anti-CD28 mAbs in the presence or absence of autologous SDMCs at an equal ratio. (C) CD4<sup>+</sup> T cells were cultured under Th1-polarizing conditions in the presence or absence of SDMCs and assayed by intracellular FACS.

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 8

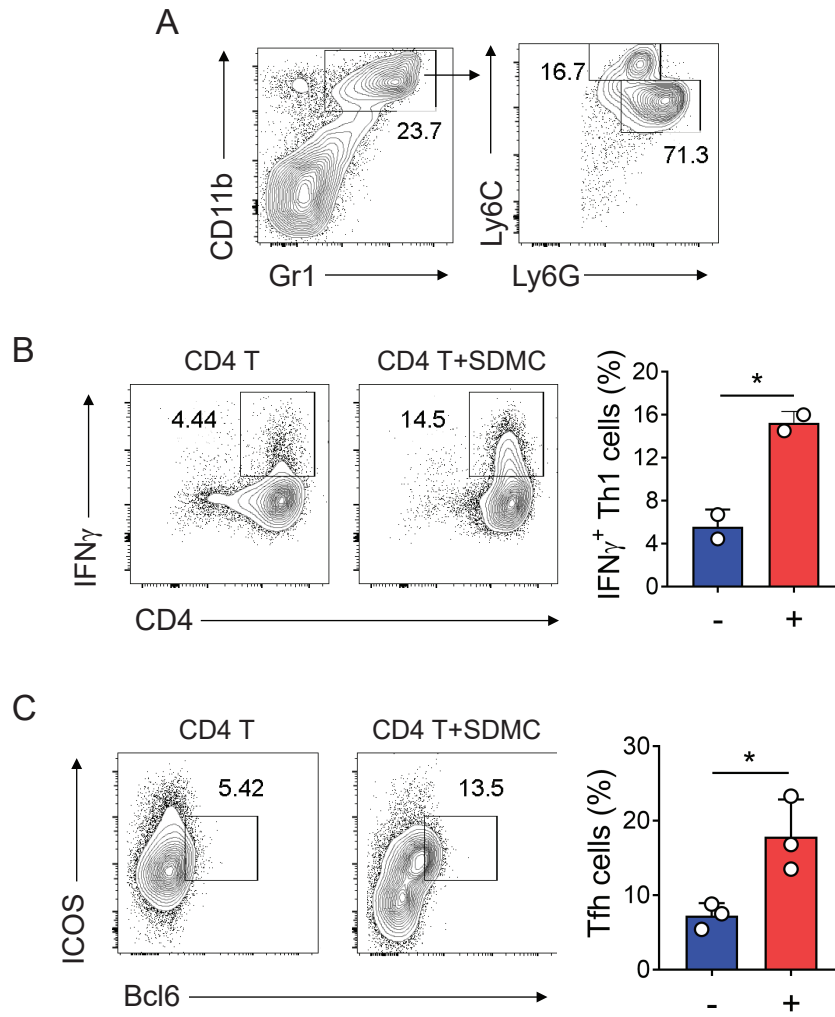

**Fig. S8. SDMCs are accumulated in autoimmunity-established SKG mice and promote the differentiation of CD4<sup>+</sup> T cells to Th1 and Tfh cells.** SKG mice were injected intraperitoneally with curdlan (Wako, Osaka, Japan) at a dose of 3 mg/mouse to induce arthritis and assayed post mortem 5 wks post-injection. (A) Spleen cells were assayed by FACS. FACS profiles gated on whole live cells and percentages of cells within the indicated areas are shown. (B-C) CD4<sup>+</sup> T cells were cultured under Th1- or Tfh-polarizing conditions in the presence or absence of SDMCs and assayed by intracellular FACS.

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 9

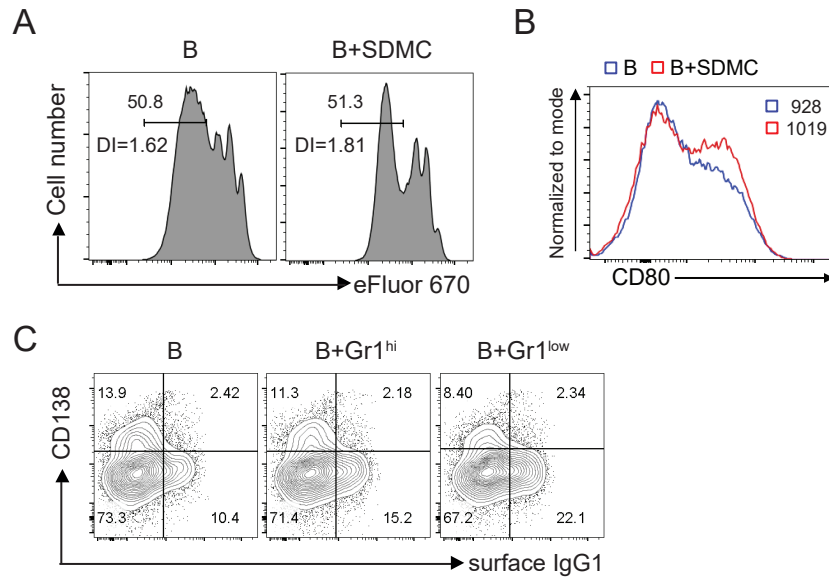

**Fig. S9. Effects of SDMCs on CD40L-mediated activation of B cells.** eFluor 670-labeled B cells from C57BL/6 mice were cultured with CD40L and IL-4 in the presence or absence of whole SDMCs (A and B) or each subset of SDMCs (C) for 3 (A and B) or 4 (C) days and assayed by FACS. Representative FACS profiles with division index (A), mean fluorescence intensity (B), and percentage of cells in the indicated areas (C) are shown. DI, division index

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 10

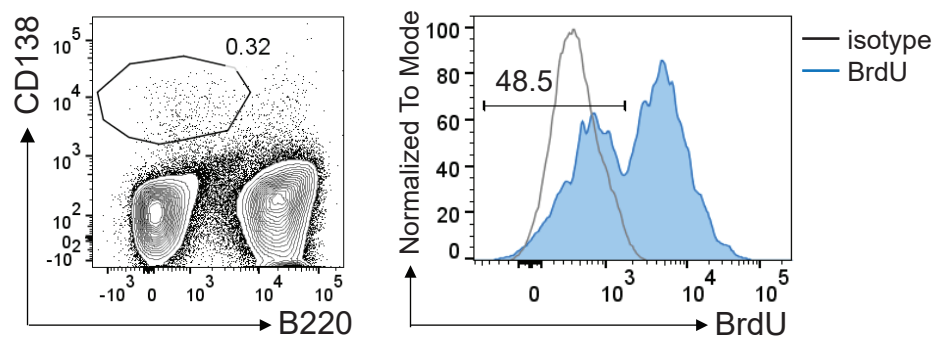

**Fig. S10. Accumulation of long-lived plasma cells in the spleen of sanroque mice.** Sanroque mice aged approximately 20 wk were fed 0.8 mg/ml BrdU (Sigma-Aldrich) in drinking water for 2 wks. After staining with anti-B220 and anti-CD138 Abs, spleen cells were fixed, permeabilized, treated with 50 Kunitz units DNase (Sigma-Aldrich), and stained with FITC-conjugated anti-BrdU mAb (BD Biosciences) according to the manufacturer's instructions, followed by FACS. Representative histograms gated on B220<sup>lo</sup>CD138<sup>+</sup> PCs are shown. Approximately half of the PCs were BrdU<sup>-</sup> non-dividing long-lived PCs.

# Supplementary material for: An Inflammatory Loop Between Spleen-Derived Myeloid Cells and CD4+ T Cells Leads to Accumulation of Long-Lived Plasma Cells That Exacerbates Lupus Autoimmunity
**Source:** Front Immunol. 2021 Feb 11;12:631472. doi: 10.3389/fimmu.2021.631472
**Supplement:** Supplementary file 11

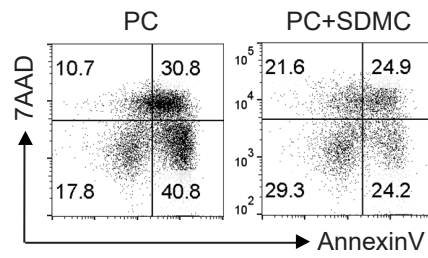

**Fig. S11. Effects of unstimulated SDMCs on survival of PCs.** PCs from sanroque mice were cultured in the presence or absence of SDMCs at a ratio of 2:1 for 48 hours. Any stimulant (e.g. LPS) was not added to the culture. The cells were assayed by FACS gated on PCs to detect apoptotic PCs.

How the deposited data were processed for this re-analysis (not part of the article)

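RNA-seq counts of CD11b+Gr-1 hi and CD11b+Gr-1 lo cells from the spleen (SP) and BM of 20-week-old sanroque mice were analysed, with 2 libraries for each of the 4 groups. The condition of each of the 8 libraries was taken from its deposited label, and the paper calls the BM cells autologous, but no label or text says which libraries came from the same mouse. According to the authors, reads were checked with FastQC 0.11.8, filtered with Sickle 1.33 and aligned to GRCm38.p6 with STAR 2.5.3a. The authors then made the deposited counts per gene with featureCounts of Subread 1.6.4 and the GENCODE M24 annotation. The table holds whole numbers for 54188 genes and 8 libraries, without normalization, and 34018 genes had at least 1 count. The steps that the paper applies afterwards, namely TPM, quantile normalization and the test, are not part of the deposited table.

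Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr at its defaults, which left 17650 genes, and libraries were scaled by TMM. One quasi-likelihood model with robust dispersion and 1 term per group was fitted to all 8 libraries, with 4 residual degrees of freedom. P values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called between SP and BM at an adjusted p of at most 0.05 and an FC of at least 2, and between Gr-1 hi and Gr-1 lo cells of a tissue at an adjusted p below 0.01 and an FC above 8, the thresholds the paper gives. The interaction of tissue and subset was the difference between Gr-1 hi and Gr-1 lo in SP minus that in BM, called at the thresholds used for SP against BM. A slope of the SP log2 FC on the BM log2 FC was fitted by total least squares over the genes called in either tissue. CPM are TMM-normalized. Means are given with the SD of the 2 libraries.

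For the PCA and for the alternatives that use TPM, the exon lengths came from GENCODE M21, an earlier release on the same genome build, which holds 53947 of the 54188 gene identifiers. The other 241 genes have no TPM. The PCA used the 1000 genes of highest variance in log2(TPM + 1) after quantile normalization, each centred and scaled.

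Lists of genes for 8 processes and 13 cell types or stages were written from general knowledge before the data were examined. The process lists were interferon-stimulated, TNF and NF-kB response, immediate-early and heat shock, cell cycle, MYC and ribosome biogenesis, oxidative phosphorylation, cholesterol synthesis and unfolded protein response genes. The other lists were for T cells, B cells, plasma cells, NK cells, dendritic cells, splenic macrophages, erythroid cells, platelets, eosinophils and basophils, primary granules, secondary granules, mature neutrophils and monocytes. Process lists were tested by camera of limma 3.58.1 with a preset correlation of 0.01 between genes, and adjusted over the 8 lists and the 2 comparisons of SP with BM, or over the 8 lists for the interaction. The MSigDB hallmark sets that the paper used were not analysed here. Reactome pathways came from fgsea 1.28.0.

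The genes named in the text were chosen by a rule. It names each gene that the paper's text or Fig. 6A names and, for each of the 4 comparisons, the 5 called genes with the largest increase and the 5 with the largest decrease among those with at least 10 CPM in the higher group and no overlap between the libraries. It also names genes of Fig. S1 that encode receptors or other proteins of lymphocytes, or belong to a list for a cell type or stage. The 3 genes of a list with the highest CPM in SP libraries are named too. *Xist*, *Ddx3y*, *Ly6g*, *Csf1r* and *Itgam* are named as checks of the labels. The direction of genes in Fig. 2A, Fig. 6A and Fig. S1 had been seen before the rule was written.

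Depth ranged from 33453580 to 68316154 counts per library. A count of 0 allows up to 3 counts, or 0.0348 to 0.124 CPM, and this limit does not cover variation between mice. For a gene with 1 to 3 counts in a group, the ratio of the scaled counts is given with its exact 95% counting interval. The procedure was tested on simulated data with the depth and spread of these libraries, in which the groups differed in the changed genes only.

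Counts of DEGs and their ratios were recomputed with RLE and upper-quartile scaling, with DESeq2 1.42.0, without a filter, with the filter of the paper (quantile-normalized TPM that sum to at least 10), with a floor of 10 on the mean quantile-normalized TPM of the higher group, with the exact test of edgeR on quantile-normalized TPM, with a fit of the 4 libraries compared, and without each library in turn. Single genes were recomputed in the same ways except for the filter of the paper and the floor, the interaction count except for the exact test and the fit of 4 libraries, and the slope except for the floor, the exact test and that fit. Gene lists were tested with both scalings, without a filter, without each library in turn, with fry, with an estimated correlation, with Reactome membership and without genes of other lists and of Fig. S1. The PCA was repeated with other values, pseudocounts, gene numbers and scaling. The exact test together with the floor on TPM, and the Reactome pathways for NOTCH, IL-2, IL-6, WNT and DNA repair, were added after values had been seen. Data of the other experiments in the paper were not analysed here.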

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

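The tests on the sex of the mice, the MYC and ribosome biogenesis genes, the secondary granule genes, the globin genes and the share of cells of the other gate were chosen after the result was seen. The tests with the lists of T cells, B cells, NK cells, plasma cells, neutrophils and monocytes, and the slope without genes higher in both spleen subsets, were written before.

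The difference between Gr-1 hi and Gr-1 lo cells was not alike in the 2 tissues. The interaction of tissue and subset was called in 1719 genes by edgeR's quasi-likelihood test, and the count was 973 without library 7, 915 without 8, 1032 without 9 and 926 without 12. In 93.4% of the 1719 genes, the difference was smaller in SP. Cells of another type shared by both spleen sorts cannot be told apart from a change in the sorted cells. Without the genes more than 2-fold higher in spleen in both subsets the slope was 0.73, but 3008 of the 3161 genes stayed in, and other cells would raise mainly the subset with the lower level, so this slope could hardly move. Gr-1 lo cells of average composition in the SP Gr-1 hi sort were argued against. Their abundant genes allowed a median share of 3.39%, and 99.5% of 1322 genes with a smaller difference needed more than that. These shares, and those below, are shares of RNA in CPM. Gr-1 lo cells of another composition cannot be told apart from a change in the cells. Of 14 abundant genes, 6 did not rise, while *Ctss* needed a share of 33.2% and *Irf8* of 19.8%. SP Gr-1 hi cells of average composition in the SP Gr-1 lo sort were argued against too, since 322 genes needed a median share of 10.1%, and 73.9% of them needed more than the median of 17 abundant mature neutrophil genes allowed. Over the choices of abundant genes this was 59.0% to 91.6%. SP Gr-1 hi cells with fewer mature and more secondary granule transcripts than the average cannot be told apart from a change in the cells. With the secondary granule genes, which are part of the pattern, among 28 abundant genes, 48.1% of the 322 genes needed more than the median of 10.9%. Over the choices of genes this lay between 39.1% and 68.3%, and it was 73.9% to 92.2% with the lower quartile of the abundant genes and 99.4% with the lowest one. The monocyte list, with a median log2 FC of 1.10 in SP Gr-1 hi, and the secondary granule and mature neutrophil lists, with 0.97 and 0.44 in SP Gr-1 lo, moved as cells of the other gate could make them, but a change within the cells could move them alike, so these 2 cannot be told apart by the lists. A difference between the tissues themselves stays open, untested.

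Among the genes named in the text or Fig. 6A, the interaction was called in 8 by edgeR's quasi-likelihood test. It was -1.59 for *Ly6g* (adjusted p = 0.0456), -1.65 for *S100a8* (0.0044), -1.77 for *S100a9* (0.00321), -1.49 for *Tnf* (0.0350), -1.47 for *Mmp25* (0.0146) and -1.23 for *Tnfsf13b* (0.0336). It was positive for *Irf8* at 3.02 (0.00629) and *Cd40* at 2.56 (0.0082). *Irf8* belongs to the monocyte list, and *Cd40* is also a gene of B cells, whose list had a median log2 FC of 3.97 in SP Gr-1 hi. The change of these 8 interactions under the alternatives was not examined. No other technical explanation was tested for them, and the tissue stays open.

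Among the 8 process lists, the MYC and ribosome biogenesis genes differed most between the subsets, with a median interaction of 1.76 (adjusted p = 2.35e-41, camera) and 49 of 50 genes positive. Gr-1 lo cells express these genes at a higher level. With such cells of average composition, a median share of 19.7% in the SP Gr-1 hi sort was needed. This is above the 3.39% that the abundant genes of Gr-1 lo cells allowed. Gr-1 lo cells of another composition stay open. Lymphocytes in the SP Gr-1 hi sort cannot be told apart from a change in the SP Gr-1 hi cells, because only 2 libraries could show a common trend. The rise of the list in library 5 was 1.28 times that in library 6, against 1.74 for T cell and 1.71 for B cell genes. The cholesterol synthesis genes had a median interaction of -0.74 (adjusted p = 1.55e-06, camera), with 4 of 25 genes positive, and no technical explanation was tested for it. The tissue stays open for both lists.

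The unfolded protein response genes had a median interaction of 0.31 (adjusted p = 0.0104, camera), with 19 of 26 genes positive. Without library 6 it was 0.35 and was not called (adjusted p = 0.0512, camera). Over the alternatives the adjusted p ranged from 0.000411 to 0.838. Plasma cells in the SP Gr-1 hi sort could raise these genes, and the plasma cell list had a median log2 FC of 4.13 there and 2.24 in SP Gr-1 lo. The level of the response genes per plasma cell is not known, so plasma cells cannot be told apart from a response of the sorted cells. The rise of the response list in library 5 was 0.571 times that in library 6, while that of the plasma cell list was 1.08 times. The most abundant plasma cell gene, *Igkc*, had 969 and 828 CPM in libraries 5 and 6, 558 and 811 in 7 and 8, and at most 105 in BM libraries. Of the 15 plasma cell genes tested, 1 had at least 10 CPM in each BM library, and 0 were in another list or in Fig. S1.

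The secondary granule genes had a median interaction of -1.87, and it was called in 10 of 14 genes, all negative, by edgeR's quasi-likelihood test. The list was higher in SP Gr-1 lo (median log2 FC 0.97) and lower in SP Gr-1 hi (-0.80). SP Gr-1 hi cells of average composition in the SP Gr-1 lo sort were argued against. The secondary granule genes needed a median share of 7.83% of such cells, whereas the abundant mature neutrophil genes rose by a median share of 1.28%. The median mature neutrophil gene allowed a share of at most 2.08% to 7.41% over 9 choices of abundant genes, against 7.56% to 7.90% needed. Precursors of neutrophils in the SP Gr-1 lo sort may express secondary granule genes, and they stay open. So do SP Gr-1 hi cells with fewer mature and more secondary granule transcripts than the average. The most abundant genes of the list were *Ngp*, with 3229 and 3178 CPM in libraries 7 and 8 against 1129.9 and 1052 in 11 and 12, *Ltf* and *Lcn2*. Of the 14 genes, 13 had at least 10 CPM in each BM library.

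Gene segments of immunoglobulins and T cell receptors, which the paper does not analyse, were higher in spleen by edgeR's quasi-likelihood test, 186 of 241 tested in SP Gr-1 lo and 225 in SP Gr-1 hi, with 0 called lower in each. They took 0.360% to 0.518% of the counts in SP libraries and 0.0259% to 0.0987% in BM libraries. T cells in the spleen sorts may account for part of this. The T cell list of 22 genes had a median log2 FC of 3.95 in SP Gr-1 lo, with 21 genes called higher, and 4.15 in SP Gr-1 hi, with 18. Its most abundant gene, *Trbc2*, had 30.6 and 19.2 CPM in libraries 5 and 6, 6.06 and 8.81 in libraries 7 and 8, and at most 0.826 in BM. B cells in the spleen sorts are another candidate explanation, and their list of 20 genes had a median log2 FC of 3.97 in SP Gr-1 hi and 3.70 in SP Gr-1 lo. *Ighm* had 1074 and 622 CPM in libraries 5 and 6, and 307 and 523 in 7 and 8, where reads of constant genes can be shared. For NK cells, the median of 12 genes was 2.13 in SP Gr-1 hi and 2.08 in SP Gr-1 lo, but their genes were near the floor or shared with T cells, so NK cells cannot be told apart from T cells. *Nkg7*, the most abundant, had 8.20 and 4.75 CPM in libraries 5 and 6 and was at 28.3 and 20.2 CPM in 7 and 8, below the 37.4 and 34.3 CPM of libraries 11 and 12. At least 10 CPM in each BM library were reached by 0 of the T cell genes, 1 of the B cell and 0 of the NK cell genes, and 0 of the genes of these lists belonged to another list or to Fig. S1. How such genes come to be expressed in the sorted cells, other than by cells of another type, was not tested.

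Globin genes, which the paper does not discuss, took 0.0594% of the counts in library 6 and between 0.0186% and 0.0290% in the other SP libraries, against 0.000986% to 0.00316% in BM libraries. Erythroid cells or their RNA in the spleen sorts could account for this. Without the globin genes, the erythroid list of 7 genes had a median log2 FC of 3.04 in SP Gr-1 hi and 3.95 in SP Gr-1 lo, with 7 of 7 higher in each. With the globin genes, the list of 11 genes had medians of 3.43 and 4.47, the latter 3.95 with 2 genes at their bound. *Hba-a1* had 65.0 and 199.5 CPM in libraries 5 and 6, 45.8 and 65.4 in 7 and 8, and at most 12.9 in BM, and its reads can be shared with *Hba-a2*. Of the 11 genes, 0 had at least 10 CPM in each BM library. The tissue stays open, untested.

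The mice are described as female. *Xist* had 12032 counts in library 5 and 9898 in library 7, and at most 5 counts in each of the other 6 libraries. Male mice behind those 6 libraries are a candidate explanation, since *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on chromosome Y together had at least 146 CPM in each of them. *Ddx3y* had been chosen beforehand and the other 3 genes after their values were seen. Reads of X-linked relatives counted on these genes were argued against, since library 5, with 363 CPM of *Xist*, had 0.0301 CPM on them, or 1 count. Library 7 had 209 CPM of *Xist* and 90.6 CPM on the 4 genes, both below the levels of the libraries that had one of the signals, which is consistent with cells of male and female mice in one library. A different label for a library was not tested, and no biological explanation was tested.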

How the results depend on the processing

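The choices of the main analysis and its alternatives were made before the data were examined, except for the exact test on quantile-normalized TPM with the floor on TPM, which was chosen after the values were seen. The Reactome pathways for NOTCH, IL-2, IL-6, WNT and DNA repair, and their tests, were added then too. Without 1 library, the lone library of its group is assumed to vary like the other groups. No paired analysis was possible because the numbers of the libraries, 5 to 12, are all distinct and no label names a mouse. The paper calls the BM cells autologous without saying which libraries share a mouse. Sex-linked genes argue against a mouse shared by library 5 and any BM library. Library 5 had 12032 counts of *Xist* and 1 count summed over *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. BM libraries 9 to 12 had at most 5 counts of *Xist* and 146 to 253 CPM on those chromosome Y genes. A wrong label was not tested, and the pairing of the other SP libraries stays unknown.

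The number of DEGs between the Gr-1 lo subsets, 716, was 1077 without the filter on low counts, 246 with the floor on TPM, 269 by the exact test on quantile-normalized TPM and 252 with both of these. Without 1 library it ranged from 389 (library 8) to 785 (library 6), and it was 433 without library 11 and 396 without library 12. The 2727 DEGs between the Gr-1 hi subsets became 711, 678 and 567 under the floor, the exact test and both, and without 1 library ranged from 1715 (library 5) to 3518 (library 6). Between the BM subsets, the count of 2946 became 1216, 1316 and 1048, and between the SP subsets the count of 1301 became 528, 639 and 523. The floor removes genes by construction. In simulated counts the exact test recovered 104 and 94 of 200 changed genes in the Gr-1 lo and Gr-1 hi comparisons, where the quasi-likelihood test recovered 166 and 165. Of the genes called by the exact test, 233, 619, 1239 and 583 were also called by the quasi-likelihood test in these 4 comparisons. RLE and upper-quartile scaling, DESeq2, the filter of the paper and the fit of 4 libraries kept these 4 counts within 1.5-fold.

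The tissue by subset interaction, called in 1719 genes, was called in 814 with the floor on TPM. It ranged from 915 (without library 8) to 2488 (without library 6), and was 973, 1032 and 926 without libraries 7, 9 and 12. In each setting at least 89.0% of these genes differed less in SP. The ratio of the Gr-1 hi to the Gr-1 lo count, 3.81, was 2.52 by the exact test and 2.25 by the exact test with the floor. Without 1 library it ranged from 2.19 (library 5) to 6.67 (library 12), with 6.66 without library 8 and 6.09 without library 11. The ratio of the BM to the SP count stayed between 1.93 and 2.58 in all settings. The slope of 0.73 was 0.689 by ordinary least squares and 0.690 (without library 10) to 0.768 (without library 5). The ratio of PCA distances was 0.792 over 2 components and 0.799 over all components with log2 TMM CPM. Without 1 library these ranged from 0.815 (library 6) to 0.882 (library 9) and from 0.827 (library 10) to 0.881 (library 9). The cause was not tested for these changes. The interaction was not run for the exact test or the fit of 4 libraries.

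With a correlation estimated from the data, all 16 calls of camera were lost. In SP Gr-1 lo these were the interferon-stimulated (0.30), TNF and NF-kB (0.80), immediate-early and heat shock (0.52), cell cycle (-0.36), MYC and ribosome biogenesis (-0.43), oxidative phosphorylation (-0.16) and cholesterol synthesis (-0.36) lists. In SP Gr-1 hi they were the interferon-stimulated (0.79), TNF and NF-kB (0.73), immediate-early and heat shock (0.73), MYC and ribosome biogenesis (1.34), oxidative phosphorylation (-0.20) and cholesterol synthesis (-1.14) lists. In the interaction they were the MYC and ribosome biogenesis (1.76), cholesterol synthesis (-0.74) and unfolded protein response (0.31) lists. With fry, 8 of the 16 calls were lost. These were the interferon-stimulated (0.30), immediate-early and heat shock (0.52), cell cycle (-0.36), oxidative phosphorylation (-0.16) and cholesterol synthesis (-0.36) lists in SP Gr-1 lo, the interferon-stimulated (0.79) and oxidative phosphorylation (-0.20) lists in SP Gr-1 hi and the cholesterol synthesis list (-0.74) in the interaction. Fry called the unfolded protein response list in SP Gr-1 hi (0.27). The medians are the same in these tests, which weigh the correlation between genes in other ways.

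Reactome membership changes the genes tested, to 9 genes of TNF signaling in place of the TNF and NF-kB list and 73 of the response to heat stress in place of the immediate-early and heat shock list. With it, the TNF and NF-kB list was not called in SP Gr-1 lo (0.038) or SP Gr-1 hi (0.097) and changed sign in the interaction (0.056). The immediate-early and heat shock list reversed in SP Gr-1 lo (-0.22), was not called in SP Gr-1 hi (0.066) and was called in the interaction (0.23). The cell cycle list was called in SP Gr-1 hi (-0.16), and the unfolded protein response list was not called in the interaction (0.13). The interferon-stimulated list fell to 0.37 in SP Gr-1 hi and the cell cycle list to -0.22 in SP Gr-1 lo, both still called, and the unfolded protein response list was at -0.099 in SP Gr-1 lo and 0.033 in SP Gr-1 hi. There was no matching pathway for the MYC and ribosome biogenesis list. Without the filter on low counts, the unfolded protein response list was called in SP Gr-1 lo (-0.13) and SP Gr-1 hi (0.29). The interferon-stimulated (0.43) and cell cycle (0.053) lists were called in the interaction and the immediate-early and heat shock list changed sign there (-0.010). The oxidative phosphorylation list was at -0.13 in SP Gr-1 hi with upper-quartile scaling. This scaling called the interferon-stimulated (0.50) and cell cycle (0.11) interactions, and RLE scaling reversed that of the immediate-early and heat shock genes (-0.0093). Without the genes of other lists and of Fig. S1, all 24 list results kept their direction and their side of the threshold, while the TNF and NF-kB list fell to 0.45 in SP Gr-1 lo and 0.48 in SP Gr-1 hi. The cause was not tested.

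Leaving out 1 library changed some list calls, for causes that were not tested. In SP Gr-1 lo, the interferon-stimulated genes ranged from 0.18 (library 8) to 0.65 (library 12) and were not called without library 11 (0.24). The unfolded protein response genes ranged from -0.21 (library 12) to -0.062 (library 8) and were called without library 7 (-0.19) or 12. Oxidative phosphorylation genes ranged from -0.23 (library 11) to -0.077 (library 12) there. In SP Gr-1 hi, the interferon-stimulated genes ranged from 0.45 (library 9) to 0.98 (library 10), the unfolded protein response genes from 0.097 (library 5) to 0.28 (library 8) and the oxidative phosphorylation genes from -0.36 (library 6) to -0.20 (library 8), with no change of call. The immediate-early and heat shock genes ranged from 0.25 (library 6, not called) to 0.88 (library 5). Cell cycle genes ranged from -0.67 (library 9) to -0.10 (library 10) and were called without library 6 (-0.55) or 9. In the interaction, interferon-stimulated genes ranged from 0.10 (library 9) to 0.68 (library 11) and were called without library 8 (0.58), 10 (0.63) or 11. TNF and NF-kB genes ranged from -0.46 (library 10) to -0.072 (library 8) and were called without library 7 (-0.31). Immediate-early and heat shock genes ranged from -0.48 (library 6) to 0.15 (library 5, called), and were also negative without libraries 7, 9, 10 and 12 (-0.01, -0.03, -0.04 and -0.07). Cell cycle genes ranged from -0.32 (library 9) to 0.33 (library 10). They were called without library 5 (0.15), 7 (0.05), 10 or 11 (0.18) and negative without library 6 (-0.20), 9 or 12 (-0.04). Oxidative phosphorylation genes ranged from -0.26 (library 6) to -0.0070 (library 11) and were called without library 9 (-0.23). Unfolded protein response genes ranged from 0.22 (library 5) to 0.40 (library 7) and were not called without library 6 (0.35).

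Of 128 results for single genes, DESeq2 kept direction and call in 117, upper-quartile and RLE scaling in 121 each and the analysis without a filter in 116. The exact test on quantile-normalized TPM gave a value for 124 of them and kept 108. Sign changes were limited to genes that were not called. RLE and DESeq2 reversed *Ifngr2* in SP Gr-1 lo (-0.011 and -0.023), *Stat3* in SP Gr-1 hi (-0.061 and -0.055) and *Ggt5* in SP Gr-1 hi (-0.034 and -0.028). Leaving out 1 library gave ranges that include 0 in SP Gr-1 lo for *Ifngr2* (-0.0013 to 0.10), *Il7* (-0.26 to 0.33), *Spp1* (-0.0029 to 0.38), *Tnfsf13* (-0.031 to 0.24), *Mmp9* (-1.01 to 0.10) and *Cd86* (-0.072 to 0.33). In SP Gr-1 hi these were *Stat3* (-0.16 to 0.023), *Ggt5* (-0.22 to 0.14), *Il7* (-0.68 to 1.01), *Cd44* (-0.027 to 0.10), *Cd80* (-0.17 to 0.38) and *Ggt1* (-1.11 to 0.19). *Mmp9* was called lower without library 11 and *Ggt1* without library 5. The cause was not tested.

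Depth limits folds against groups with 0 counts. *Cxcr1* had 0 counts in BM Gr-1 lo and 9 in SP Gr-1 lo, so that its log2 FC between them was at least 1.19 against a floor of 3 counts over the group.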

Differences from the paper's values

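The exact test on quantile-normalized TPM with the floor on TPM was chosen after the values were seen. The Reactome pathways for NOTCH, IL-2, IL-6, WNT and DNA repair, and their tests by camera and fry, were added after that too. The other alternatives were set before the data were examined.

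Between the Gr-1 lo subsets, 716 DEGs were found here against the paper's 277, 678 of them higher against the paper's 262, and 38 lower against the paper's 15. The count was within 1.5-fold of the paper's with the floor on TPM (246), by the exact test on quantile-normalized TPM (269) and without library 8 (389) or 12 (396). It was not with RLE or upper-quartile scaling, DESeq2, no filter, the filter of the paper (487), the fit of 4 libraries or without library 5, 6, 7, 9, 10 or 11 (433 to 785). The same settings applied to the genes that were higher (240, 259, 383 and 388 within 1.5-fold). The genes that were lower came within 1.5-fold with the filter of the paper (14), by the exact test (10) and without library 7 (18), 9 (21), 10 (21) or 11 (14). They did not with RLE or upper-quartile scaling, DESeq2, no filter, the floor (6), the fit of 4 libraries or without library 5, 6, 8 or 12. The exact test with the floor, chosen after seeing the values, gave 252 (242 higher and 10 lower), within 1.5-fold, and did not call 36 of the 45 genes that Fig. S1 shows for these cells.

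Between the Gr-1 hi subsets, 2465 genes were higher against the paper's 535, and 262 were lower against the paper's 53. The former was within 1.5-fold with the floor on TPM (580) and by the exact test on quantile-normalized TPM (614), and the latter by the exact test (64) but not with the floor (131). Neither was within 1.5-fold with RLE or upper-quartile scaling, DESeq2, no filter, the filter of the paper, the fit of 4 libraries or without any of the 8 libraries in turn. The exact test with the floor, chosen after seeing the values, gave 508 and 59, and did not call 25 of the 50 genes that Fig. S1 shows for these cells. The ratio of the Gr-1 hi to the Gr-1 lo count was 3.81 against the paper's 2.2. It was within 1.5-fold without a filter (2.85), with the floor (2.89), by the exact test (2.52), with the fit of 4 libraries (2.91) and without library 5 (2.19) or 9 (3.17). It was not with RLE or upper-quartile scaling, DESeq2, the filter of the paper or without library 6, 7, 8, 10, 11 or 12 (3.46 to 6.67). The exact test with the floor, chosen after seeing the values, gave 2.25 with the same genes of Fig. S1 not called.

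Between the BM subsets, 1788 genes were higher in Gr-1 lo cells against the paper's 411, and 1158 were lower against the paper's 358. Neither was within 1.5-fold under an alternative set before the data were examined; the nearest were the floor on TPM (639 and 577) and the exact test (648 and 668). The exact test with the floor, chosen after seeing the values, gave 516 and 532, within 1.5-fold, and the paper gives no list of these genes from which the number it drops can be counted.

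PC2 held 20.8% of the variance here against the paper's about 13% in Fig. 2B, read by eye. It was within 1.5-fold with 500 genes (19.2), all genes past the filter on TPM (16.2), genes not scaled (18.0) and without library 5 (15.9), 6 (19.3) or 10 (19.3). It was not with log2 TMM CPM, a pseudocount of 0.1 or without library 7, 8, 9, 11 or 12.

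Some genes and directions differ from the paper's statements. The paper names *Nos2* among the upregulated genes. It was higher here in both subsets but not called, except in Gr-1 lo by DESeq2, with the fit of 4 libraries and without library 5 or 6, and in Gr-1 hi with upper-quartile scaling and without library 6. *S100a9* and *Cebpb*, which it also names, were each called in 1 subset. The text leaves *Ly6g* out of the DEGs, as here, while Fig. 2A marks it as upregulated in SP Gr-1 lo, where its log2 FC was 0.74. The paper reports ICOSL as upregulated on SDMCs and CD40 as not. Here *Cd40* RNA had log2 FCs of 3.59 in SP Gr-1 hi and 1.03 in SP Gr-1 lo, the latter called in some settings only. *Icosl* RNA was at -0.35 and -0.09. By FACS, the paper finds CD115, which *Csf1r* encodes, higher on Gr-1 hi than on Gr-1 lo spleen cells, while *Csf1r* RNA was lower in Gr-1 hi cells. Protein was not analysed here.

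The paper states that genes for several expansion and activation factors were upregulated in 1 or both subsets. Of 18 such genes, 17 were higher in SP Gr-1 lo and 14 in SP Gr-1 hi, and 7 were called in at least 1 subset. Other genes were called in some settings only. *Il1b* was called in both subsets by DESeq2, the exact test on quantile-normalized TPM and upper-quartile scaling, in Gr-1 lo without library 7, and in Gr-1 hi with the fit of 4 libraries and without library 7 or 8. *Csf3r* was called in Gr-1 hi by the exact test, *Tnfrsf1b* in Gr-1 hi by the exact test, with upper-quartile scaling and without library 6, *Il4ra* in Gr-1 hi with upper-quartile scaling and without library 6, and *Ifngr1* in Gr-1 hi without library 6. *Tnf* was not called higher in any setting and had log2 FCs of 0.75 in Gr-1 lo and -0.74 in Gr-1 hi. *Ifngr2*, *Tnfrsf1a*, *Nfkb1*, *Rela* and *Rel* were not called in any setting.

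The paper states, from qRT-PCR, that IL-18 was higher in both subsets of SDMCs. In the libraries *Il18* was also higher in both. It was called in Gr-1 lo, with a log2 FC of 1.01. In Gr-1 hi its log2 FC was 0.60 (adjusted p = 0.0418, quasi-likelihood test), not called because it fell short of an FC of 2. The paper names NOTCH and WNT signaling among the activated gene sets. Its hallmark sets were not analysed here, and the Reactome pathways and lists that stand in for them hold other genes. A list that was not called, or was lower, therefore does not test the paper's result for its own set. Reactome pathways, added after the values were seen, gave NOTCH an adjusted p of 0.370 in Gr-1 lo by camera and 0.0182 by fry, which was chosen at the same time, and 0.387 by camera in Gr-1 hi, and placed WNT genes lower in Gr-1 hi (adjusted p = 0.00175, camera). The paper also names IL-6 signaling in Gr-1 lo, IL-2 signaling in both subsets and the unfolded protein response in Gr-1 hi cells. Reactome genes of IL-6 signaling were higher in Gr-1 lo but not called by camera (adjusted p = 0.370), though they were by fry (0.0439), which was chosen for these pathways after seeing the values and on the process lists drops 8 of the 16 calls of camera, 6 of them on lists that stand for sets the paper names. Those of IL-2 signaling were called in Gr-1 lo (0.00741) but not in Gr-1 hi (0.815) by camera, and fry did not call them in Gr-1 hi either (0.0551). The unfolded protein response list was higher in Gr-1 hi and not called by camera (0.0824), and it was called by fry (0.0216) and by camera without the filter on low counts (0.00819), within a range of 0.00819 to 0.887 over its alternatives. The paper describes MYC targets and DNA repair as less active in Gr-1 lo or Gr-1 hi cells. The MYC and ribosome biogenesis genes were lower in SP Gr-1 lo (median log2 FC -0.43) and higher in SP Gr-1 hi (1.34), as Fig. 2D and Fig. 2E show for a MYC set, and DNA repair genes were lower in SP Gr-1 lo (-0.21) and not called in SP Gr-1 hi (0.12). Cell cycle genes were called lower in SP Gr-1 lo (-0.36) and were lower but not called in SP Gr-1 hi (-0.32), where they were called without library 6 or 9 and with Reactome membership.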

Other observations

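The tests on scaling, on the sex of the mice and on a small share of other cells as sources of the excess of higher genes were chosen after the result was seen. Those on tissue dissociation and on precursors were written before.

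Many more genes were called higher than lower in spleen, 2465 against 262 in Gr-1 hi and 678 against 38 in Gr-1 lo cells. Without library 6 these were 2626 against 892 in Gr-1 hi cells, or 74.6% higher, and without library 8 they were 383 against 6 in Gr-1 lo cells. A difference in scaling was argued against, since at least 85.4% of the genes called in Gr-1 hi cells were higher under each of the other scalings. A different sex of the mice behind the libraries was argued against, since 1578 genes were higher in Gr-1 hi cells without library 5, against 137 lower. A small share of other cells in the spleen sorts could raise genes that BM cells express at a low level. Among genes with at least 10 CPM in both BM Gr-1 hi libraries, 61.1% of those called were higher, and among the other genes 93.8%. In Gr-1 lo cells these shares were 87.0% and 95.2%. Low counts allow large folds whatever their source, so other cells cannot be told apart from low expression in the sorted cells. The tissue stays open, untested.

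TNF and NF-kB response genes were higher in spleen, by a median log2 FC of 0.80 in SP Gr-1 lo and 0.73 in SP Gr-1 hi. A response to tissue dissociation and sorting might raise them. The immediate-early and heat shock genes rose by a median of 0.52 in SP Gr-1 lo and 0.73 in SP Gr-1 hi, the latter 0.25 without library 6. Handling and tissue are the same contrast, so they cannot be told apart. Of the 30 TNF and NF-kB genes, 14 are in Fig. S1, which shows genes chosen on these libraries.

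Cell cycle genes were lower in SP Gr-1 lo, with a median log2 FC of -0.36. A smaller share of granule-producing precursors in the spleen sorts is a candidate explanation. The primary granule list of 9 genes had a median log2 FC of -0.69 in SP Gr-1 lo, with 1 gene higher, and -0.65 in SP Gr-1 hi, with 2 higher. Its most abundant gene, *Mpo*, had 1012 and 509 CPM in libraries 7 and 8 and 1714 and 1624 in libraries 11 and 12. Of the 9 genes, 3 had at least 10 CPM in each BM library. A slower cycle in spleen stays open, untested.

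The other lists gave the following median log2 FCs in SP Gr-1 lo and SP Gr-1 hi. The 13 dendritic cell genes had 0.96 and 1.62, and their most abundant gene, *Itgax*, had 81.9 and 83.8 CPM in libraries 5 and 6, 11.1 and 16.4 in 7 and 8, and 34.1 and 20.9 in 9 and 10. The 16 splenic macrophage genes had 1.05 and 0.90, with *Slc40a1* at 825 and 676 CPM in libraries 5 and 6 and 498 and 462 in libraries 9 and 10. The 7 platelet genes had 0.34 and -0.39, with *Itgb3* at 38.5 and 68.7 CPM in libraries 5 and 6 and 108 and 104 in 9 and 10. The 15 eosinophil and basophil genes had 0.40 and -1.09, with *Ear2* at 11.3 and 25.2 CPM in libraries 5 and 6 and 35.6 and 29.7 in 9 and 10. The 21 mature neutrophil genes had 0.44 and -0.12, with *Csf3r* at 9073 and 6879 CPM in libraries 5 and 6. The 22 monocyte genes had 0.02 and 1.10, with *Lyz2* at 8056 and 8949.6 CPM in libraries 7 and 8. At least 10 CPM in each BM library were reached by 0 of the dendritic cell, 5 of the macrophage, 0 of the platelet, 1 of the eosinophil and basophil, 15 of the mature neutrophil and 9 of the monocyte genes. Of the mature neutrophil and monocyte genes, 2 of each are in another list, and 3 and 2 are in Fig. S1.

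The paper reports CD40 as not upregulated on SDMCs, and protein was not analysed here. *Cd40* RNA was called higher in SP Gr-1 hi with a log2 FC of 3.59 and in SP Gr-1 lo with 1.03 by edgeR's quasi-likelihood test. In SP Gr-1 lo the call was lost in 8 of 14 alternatives, namely RLE scaling (log2 FC 0.97), DESeq2 (0.96), the exact test on quantile-normalized TPM (1.07, adjusted p = 0.552) and without library 8, 9, 10, 11 or 12, and its adjusted p ranged from 6.43e-09 to 0.552 over the alternatives. In SP Gr-1 hi the call was lost by the exact test only (adjusted p = 0.167), within a range of 3.24e-41 to 0.167. *Arg1* did not pass the filter on low counts.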
